# Transcriptomics reveal different metabolic strategies for acid resistance and gamma-aminobutyric acid (GABA) production in select *Levilactobacillus brevis* strains

**DOI:** 10.1186/s12934-021-01658-4

**Published:** 2021-09-06

**Authors:** Sagarika Banerjee, Matthew Poore, Svetlana Gerdes, Derek Nedveck, Lene Lauridsen, Heidi Thomsen Kristensen, Henrik Max Jensen, Phillip M. Byrd, Arthur C. Ouwehand, Elaine Patterson, Wesley Morovic

**Keywords:** Gamma-aminobutyric acid, GABA, *Levilactobacillus brevis*, Transcriptomics, Acid resistance, Comparative genomics, Glutamate, Gut microbiota, Gut-brain axis, Stress, Mental health

## Abstract

**Background:**

Of the many neurotransmitters in humans, gamma-aminobutyric acid (GABA) shows potential for improving several mental health indications such as stress and anxiety. The microbiota-gut-brain axis is an important pathway for GABAergic effects, as microbially-secreted GABA within the gut can affect host mental health outcomes. Understanding the molecular characteristics of GABA production by microbes within the gut can offer insight to novel therapies for mental health.

**Results:**

Three strains of *Levilactobacillus brevis* with syntenous glutamate decarboxylase (GAD) operons were evaluated for overall growth, glutamate utilization, and GABA production in typical synthetic growth media supplemented with monosodium glutamate (MSG). *Levilactobacillus brevis* Lbr-6108™ (Lbr-6108), formerly known as *L. brevis* DPC 6108, and *Levilactobacillus brevis* Lbr-35 ™ (Lbr-35) had similar growth profiles but differed significantly in GABA secretion and acid resistance. Lbr-6108 produced GABA early within the growth phase and produced significantly more GABA than Lbr-35 and the type strain *Levilactobacillus brevis* ATCC 14869 after the stationary phase. The global gene expression during GABA production at several timepoints was determined by RNA sequencing. The GAD operon, responsible for GABA production and secretion, activated in Lbr-6108 after only 6 h of fermentation and continued throughout the stationary phase. Furthermore, Lbr-6108 activated many different acid resistance mechanisms concurrently, which contribute to acid tolerance and energy production. In contrast, Lbr-35, which has a genetically similar GAD operon, including two copies of the GAD gene, showed no upregulation of the GAD operon, even when cultured with MSG.

**Conclusions:**

This study is the first to evaluate whole transcriptome changes in *Levilactobacillus brevis* during GABA production in different growth phases. The concurrent expression of multiple acid-resistance mechanisms reveals niche-specific metabolic functionality between common human commensals and highlights the complex regulation of GABA metabolism in this important microbial species. Furthermore, the increased and rapid GABA production of Lbr-6108 highlights the strain’s potential as a therapeutic and the overall value of screening microbes for effector molecule output.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-021-01658-4.

## Background

In lactic acid bacteria (LAB), gamma-aminobutyric acid (GABA) is produced by glutamate decarboxylation encoded by the glutamate decarboxylase or glutamic acid decarboxylase (GAD) operon. Extracellular glutamate may also be shunted away from the GAD pathway into the tricarboxylic acid cycle for charging tRNA by the action on glutamyl-tRNA synthetase or synthesized de novo from glucose in the glycolysis pathway [1]. The GAD operon consists of three important elements responsible for GABA secretion in bacteria: the positive transcriptional regulator encoded by *gadR* gene, the glutamate/GABA antiporter encoded by *gadC* gene, and the glutamate decarboxylase enzyme encoded either by *gadA* or *gadB* genes [2, 3]. The number of *gadA* or *gadB* copies in different LAB genera like *Enterococcus, Streptococcus, Lactococcus, Pediococcus, Propionibacterium,* and *Lactobacillus* (sensu lato) are variable [1]. Interestingly, while most GAD systems in LAB have one GABA producing *gad* (*A* or *B*) gene, *Levilactobacillus brevis* is the only known species that encodes two biochemically identical isoforms of the GAD enzyme [3, 4]. However, the genetic organization of the GAD system could also be different between strains of *L. brevis,* with most strains having two copies of the GAD encoding genes [1]. In the *L. brevis* chromosome, the GAD operon includes *gadC* and *gadB* genes, while the *gadA* gene is far downstream from the *gad* operon [3]. The GAD operon also includes *gadR*, which positively regulates GABA production in a glutamate-dependent manner and is essential for GABA conversion from glutamate [5].

GABA is the main inhibitory neurotransmitter in the body and central nervous system (CNS), functioning to reduce the activity of the neurons to which it binds, inhibiting nerve transmission and counterbalancing the action of the excitatory neurotransmitter glutamate [6–8]. The effects of GABA are mediated through ionotropic GABA_A_ receptors, which exist as a number of subtypes formed by the co-assembly of different subunits (α, β, and γ subunits) and metabotropic GABA_B_ receptors, which are G protein-coupled receptors, which consist of a heterodimer made up of two subunits (GABA_B1_ and GABA_B2_), whereby both are necessary for receptor functionality [9, 10]. Clinically relevant pharmaceuticals such as anxiolytics and skeletal muscle relaxants target GABA receptors (e.g., benzodiazepines acting on GABA_A_ receptors and baclofen acting on GABA_B_ receptors). Thus, alterations in GABAergic neurotransmission has important roles in the development of stress-related psychiatric conditions. GABA receptors are also widely distributed throughout the body and complementary to the CNS function of GABA, the multifunctional role of GABA has been investigated in the enteric nervous system (ENS) located all along the gastrointestinal tract, regulating functions such as intestinal motility, gastric emptying, nociception, and acid secretion [11], in the pancreas and even in immune cells [12, 13]. GABA is a non-proteinogenic amino acid and exists naturally in various foods and beverages such as tea, tomato, soybean, germinated rice, and some fermented foods such as kimchi and fermented fish. More recently, GABA food supplements have become a popular way to naturally increase dietary GABA, with potential health benefits [14, 15]. Understanding how GABA affects mental health is hugely important since mental illness is predicted to have a global cost of $16 trillion by 2030 [16].

The microbiota-gut-brain axis is a bidirectional communication pathway between the CNS and the gut microbiota, which is mediated by several direct and indirect pathways within the gut-brain axis [17]. Previous research has shown that germ-free animals, those lacking any microbial exposure since birth, had reduced luminal and serum levels of GABA [18], indicating that microbes within the gut can produce host-recognized GABA in situ [19]. Further research has shown that commensal organisms, such as LAB, play a major role in gut-brain signaling [20–24]. For instance, supplementation with *Lacticaseibacillus rhamnosus* JB-1 was previously shown to reduce stress-induced corticosterone and anxiety- and depression-related behavior in mice, while also inducing region-dependent alterations in GABA receptor expression in the brain [25]. This seminal study highlighted the role of the gut microbiota in influencing signaling pathways along the microbiota-gut-brain axis to affect brain function and behavior.

The production of GABA using the GAD operon confers glutamate-dependent acid resistance with *gadA* also retaining its activity toward near-neutral cytosolic pH (pH 5.5–6.5) [3]. The function of the *gadC* antiporter is activated under acidic (pH 3.5–5.5) conditions [3, 26], mostly at stationary phase of growth when there is extracellular and intracellular acidification. Thus, in *L. brevis* the two GAD genes together can contribute to efficient GABA synthesis capability in a broad pH range (pH 3.0–6.6) [3, 4], making *L. brevis* the highest GABA producing species amongst LAB [4, 5, 27]. Additionally, LAB have evolved other acid resistance mechanisms including the F0F1-ATPase system, amino acid/cation:proton antiporters, tyrosine decarboxylase system, agmatine deiminase system, arginine deiminase system, and the urea system [3, 28]. These systems all counteract the acid stress produced during fermentation or encountered within the host.

A previous study to screen human intestine-derived bifidobacteria and lactobacilli for the ability to produce GABA from monosodium glutamate (MSG) revealed the highest GABA producing isolate to be *L. brevis* DPC 6108, now commercially known as *Levilactobacillus brevis* Lbr-6108™ (Lbr-6108), an isolate cultured from an infant fecal sample [29]. Lbr-6108 was previously shown to increase serum insulin levels in healthy rats [30]. Later, in a mouse model of diet-induced obesity, obese mice supplemented with Lbr-6108 for twelve weeks showed improvements to several metabolic abnormalities associated with metabolic dysfunction, reduced depressive-like behavior, and increased endogenous GABA concentrations in the small intestine [31]. Taken together, these studies indicate a potential role of microbially-produced GABA by Lbr-6108 to influence host health [31]. We hypothesized that Lbr-6108 may be genetically distinct and predominantly use the GAD system as a preferred acid tolerance mechanism and could therefore be a potent source of microbial-derived GABA for the host. In this paper, we investigated the GABA production and growth characteristics of Lbr-6108 through a comparison to two other *L. brevis* strains, the commercial probiotic *L. brevis* Lbr-35™ (Lbr-35) and the type strain *L. brevis* ATCC 14869 (ATCC 14869) using in vitro methods complemented with RNA sequencing to explore the unique GABA producing capabilities of Lbr-6108.

## Results

### Genomic analysis of *Levilactobacillus* Lbr-6108, Lbr-35 and ATCC 14869 shows GAD operon synteny.

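The annotation of the Lbr-6108 draft genome that accompanies the expression values lists 3027 coding sequences, 75 tRNAs and 15 rRNAs on 11 contigs. The largest contig carries 2427 of the coding sequences, and its last feature ends at position 2409802. The next contig carries 231 coding sequences and its last feature ends at position 222185, and the others carry between 20 and 87. All 3027 coding sequences have a row in the expression table of the strain, and 67 of them were listed at 0 in all 16 libraries.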

The total genome sizes of Lbr-6108 and ATCC 14869 are 2,884,677 bp and 2,473,148 bp, respectively. The novel draft genome of Lbr-35 is in six contiguous sequences with a total size of 2,338,793 bp and a G + C content of 46.1%. 

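In the annotation that accompanies the expression values of Lbr-35, features lie on 16 contigs, of which 14 carry coding sequences. The 4 contigs with the most features carry 2073, 128, 62 and 49 coding sequences, and their last features end at positions 2082255, 139205, 50697 and 46418. Each of the other contigs carries 9 or fewer.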

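The annotation used to quantify the Lbr-35 libraries holds 2345 coding sequences, each with a row in the expression table of the strain, of which 4 were listed at 0 in all 16 libraries. The length of every coding sequence is a multiple of 3. The tRNA and rRNA genes of the annotation have no row in the table.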

Further, the Lbr-35 genome annotation revealed 2,328 coding regions, 62 tRNAs, 15 rRNAs, and single CRISPR repeat-spacer array of 15 spacers. Phylogenomic analysis using all publicly available genomes revealed three major clades of *L. brevis* (Fig. 1A). Lbr-6108 and ATCC 14869 are both fecal isolates belonging to the same clade, while Lbr-35 is in a separate strain group. Lbr-35 is a commercial probiotic and the isolation source is not known, however, it groups most similarly to *L. brevis* HQ1-1, isolated from traditional dairy products. While the three *L. brevis* strains shared 2,029 genes, Lbr-6108 had 697 unique genes in an additional ~ 500,000 bp genomic region. Thirty-eight genes are shared between Lbr-6108 and Lbr-35, and 261 genes are shared between Lbr-6108 and ATCC 14869 (Fig. 1B). 

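Product names in both annotations were counted by keyword. In Lbr-6108, 57 coding sequences have a product named after phages, 52 of them on the largest contig, and Lbr-35 has 7. Products of conjugation, plasmid replication and nickases number 32 in Lbr-6108, with 8 on the largest contig, and 15 in Lbr-35. Transposases and other mobile element proteins number 34 in Lbr-6108 and 95 in Lbr-35. Fatty acid synthesis products, which include acyl carrier proteins and acetyl-CoA carboxylase subunits, number 21 in Lbr-6108 and 19 in Lbr-35. Phosphotransferase system products number 19 and 16, transcriptional regulators 146 and 125, and hypothetical proteins 833 and 421, in Lbr-6108 and Lbr-35 respectively. No homology between the strains was computed for these counts.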

The larger genomic size of Lbr-6108 accounts for one or more large plasmids and many unique genes such as prophage associated proteins and genes of de novo fatty acid biosynthesis along with some regulators and genes for phosphotransferase uptake systems.

**Fig. 1:**
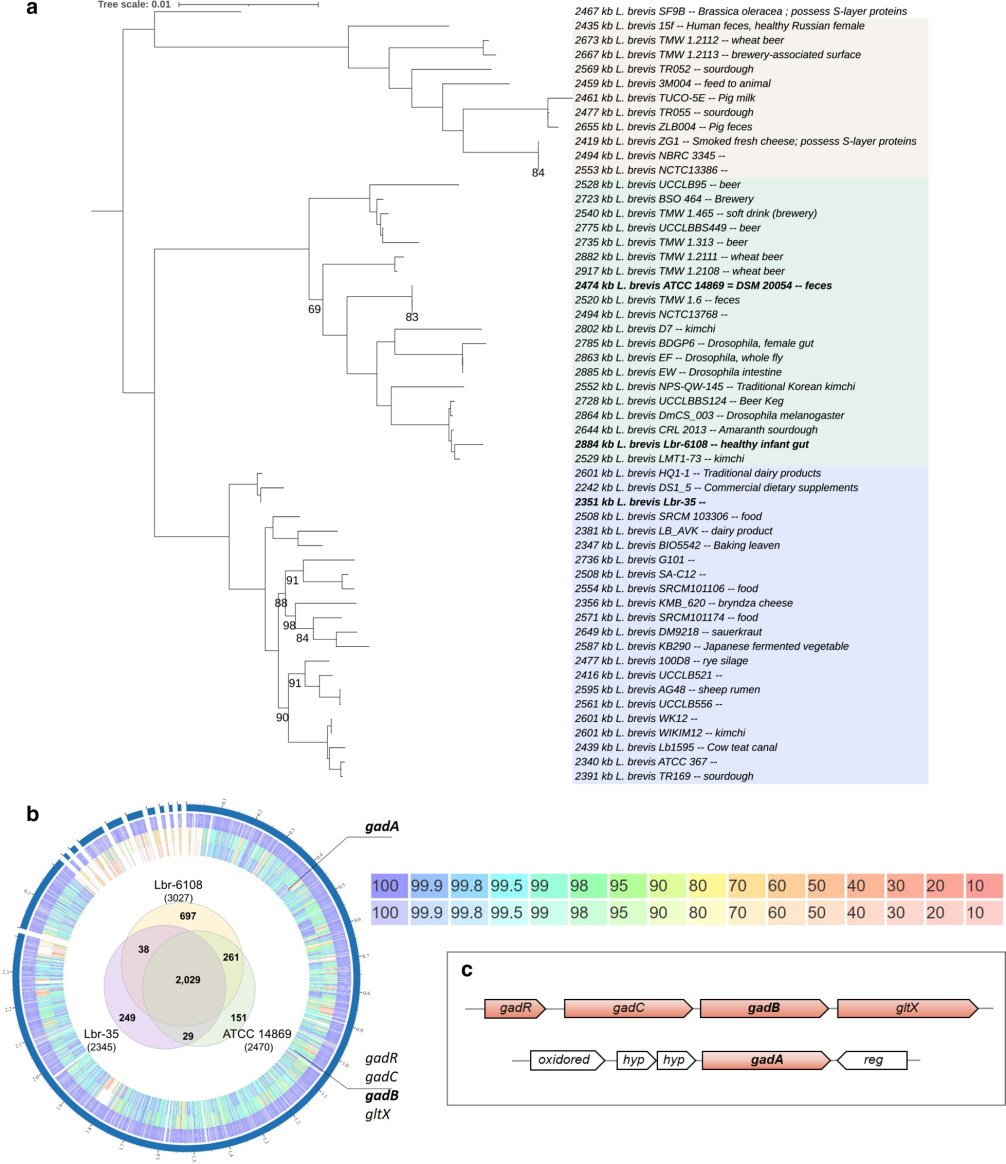
Genomic comparison of the GAD operon in *Levilactobacillus brevis* strains. **A** Phylogenetic tree of the *L. brevis* species based on 500 core proteins using RAxML in the Phylogenetic Tree Building Service of the PATRIC database [32]. Support values were generated using 100 rounds of the ‘Rapid’ bootstrapping option of RAxML; only bootstrap values lower than 100 are shown. Tree scale is given in amino acid substitutions per site. Genome sizes are shown to the left of each leaf. The three different clades are shaded different colors. **B** The circular genome map compares overall protein homology across the genome, with rings from the inside out representing ATCC 14869, Lbr-35, and Lbr-6108. The Venn diagram shows number of shared genes. The heat map shows percent protein sequence identity of the bidirectional best hit (top) and unidirection-al best hit (bottom). **C** An overview of the genes for glutamate metabolism in *L. brevis*, including the canonical GAD operon and the separate *gadA*

*L. brevis* has been shown to uniquely encode two GAD genes [1]. Indeed, all three *L. brevis* strains assessed here had both copies of *gadA* and *gadB*. 

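The Lbr-6108 annotation names 3 loci as glutamate decarboxylases and the Lbr-35 annotation names 2. In Lbr-6108, *gadA* (peg421) lies on contig 1 from 401025 to 402431 on the plus strand, and *gadB* (peg1062) lies on the same contig from 1050748 to 1052187. The third Lbr-6108 locus (peg2800) is 144 bp long and lies on contig 5 from 77397 to 77540. Over the 16 Lbr-6108 libraries at T6 to T24 in both media, the mean normalized value was 9923 for *gadA*, 26711 for *gadB* and 387 for the short locus. In Lbr-35, *gadA* (peg824) lies on contig 1 from 834965 to 836371 on the minus strand and *gadB* (peg2085) on contig 2 from 13185 to 14624. Their means over the 16 Lbr-35 libraries were 6840 and 2969. The tables of the strains were normalized separately, so levels are not compared between strains.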

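In Lbr-6108, *gadR* (peg1060, annotated as an AcrR family transcriptional regulator), *gadC* (peg1061), *gadB* and *gltX* (peg1063) follow each other on the plus strand of contig 1 from 1048403 to 1053759. In Lbr-35 the same order of *gadR* (peg2083), *gadC* (peg2084), *gadB* and *gltX* (peg2086) lies on the plus strand of contig 2 from 10840 to 16196. In Lbr-35, *gadA* is on another contig than these genes.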

The *gadB* gene is in the GAD operon together with transcriptional regulator (*gadR*), glutamate/gamma-aminobutyrate antiporter (*gadC*) and glutamyl-tRNA synthase (*gltX*), while the *gadA* gene is a stand-alone gene (Fig. 1C). Pairwise nucleotide alignment of the entire GAD operon shows Lbr-6108 to be 99.0% and 99.3% identical to Lbr-35 and ATCC 14869, respectively. No large insertions or deletions were found. 

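In both annotations the stretch from the start of *gadR* to the end of *gltX* is 5357 bp long. The coding sequences of *gadR*, *gadC*, *gadB* and *gltX* are 591, 1506, 1440 and 1512 bp long in each strain. The gaps between them are 193, 55 and 60 bp in each strain.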

While comparing amino acid sequences of the individual proteins, Lbr-6108 had 100.0% amino acid sequence identity to Lbr-35 for *gadR*, *gadC*, and *gadB*. The same comparison with ATCC 14869 showed single mutations in *gadR*, *gadC*, and *gadB* compared to Lbr-6108. The Lbr-6108 *gadA* protein sequence was 98.9% and 99.8% (refer PATRIC?) identical to that of Lbr-35 and ATCC 14869, respectively. Three promoter regions were predicted in the intergenic region directly upstream of *gadR* in Lbr-6108. 

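In Lbr-6108, 273 bp separate the start of *gadR* from the end of the preceding gene, which is annotated as an Rrf2-linked NADH-flavin reductase and lies from 1047494 to 1048129. In Lbr-35 the gap is 270 bp, and the preceding gene is annotated as a zinc-type alcohol dehydrogenase-like protein and lies from 9562 to 10569. The sequences of the gaps were not analysed here.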

The intergenic sequence for two of the three promotor regions in Lbr-35 is highly polymorphic, which may influence the overall expression of the GAD operon.

### Lbr-6108 rapidly produces GABA, starting early in fermentation.

All three strains were grown in De Man-Rogosa-Sharpe broth (MRS) or MRS + MSG at an initial pH of media between 5.5 and 6. There was no significant difference between Lbr-6108 and Lbr-35 at T48 in either media, although ATCC 14869 was significantly lower than Lbr-6108 at T48 (Fig. 2A–C, Additional file 1: Table S1). The slower growth rate was not in proportion to the lower inoculation in ATCC 14869 (average of OD 0.040 lower) (Additional file 1: Table S1). While the growth of Lbr-6108 and Lbr-35 both reached a pre-stationary phase of growth around the 21 h timepoint (T21) (Fig. 2A, B), ATCC 14869 grew about five times slower than Lbr-6108 and Lbr-35 (comparing ODs) in the first 24 h, after which ATCC 14869 started to grow exponentially (Fig. 2C). The growth curves for all *L. brevis* strains in MRS and MRS + MSG is shown in Fig. 2D. The pH of the culture did not decrease below pH 5, which is within the optimum pH range for GAD in LAB [5], at any timepoint.

**Fig. 2:**
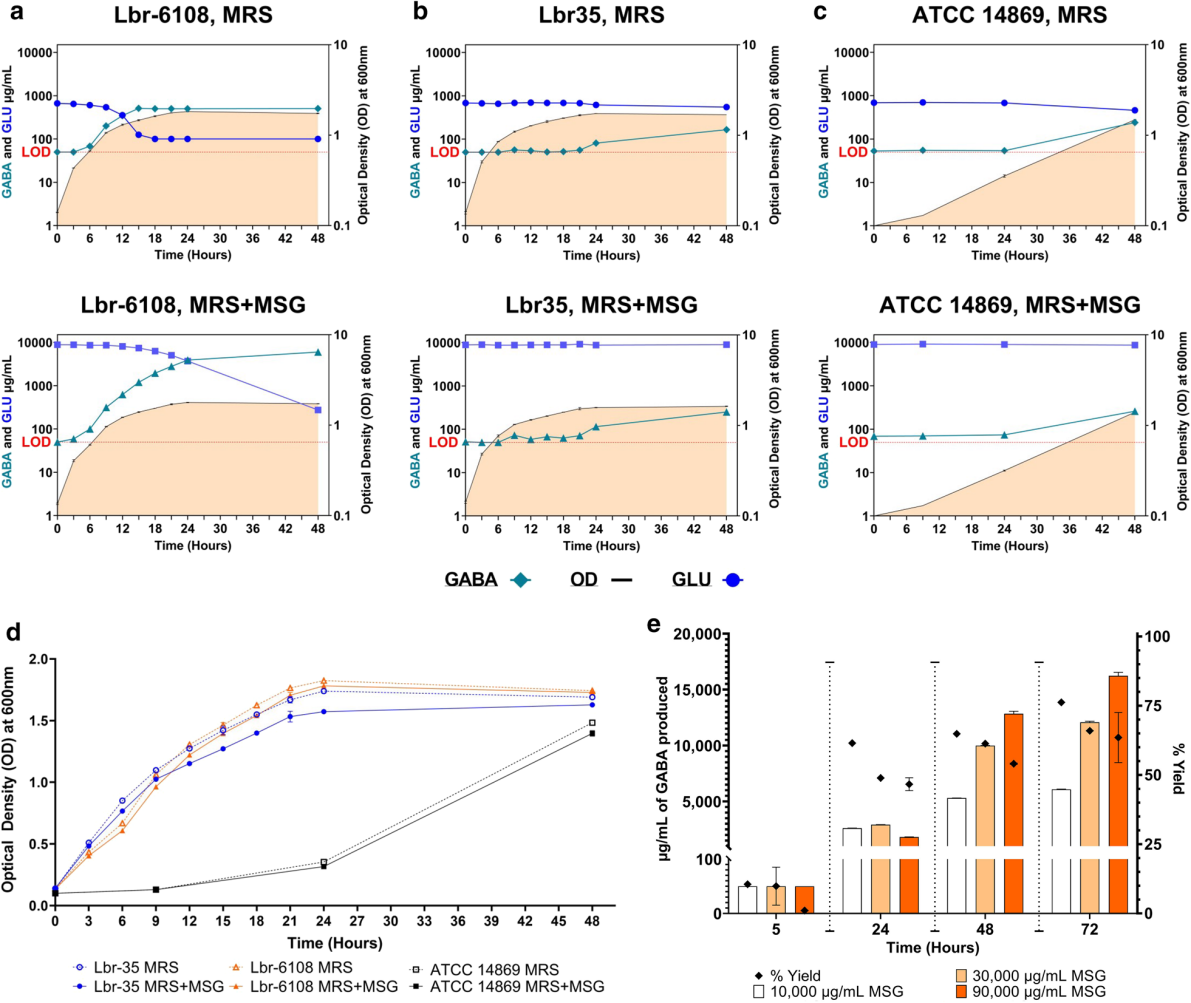
Microbial GABA production and glutamate utilization by *Levilactobacillus brevis* strains. GABA and glutamate are measured from cell free culture supernatants by liquid chromatography–mass spectrometry and are expressed in units of μg/mL. Limit of detection (LOD) for quantitation of GABA is 50 μg/mL and for glutamate is 100 μg/mL. Symbols are further explain un-der each graph type. **A**–**C** GABA (teal and l-glutamic acid (blue) measured in the culture supernatants (right y-axis) at each of the timepoints (x-axis) during growth (OD at 600 nm on the right hand y-axis) of the *L. brevis* strains Lbr-6108 (**B**), Lbr-35 (**C**) and ATCC 14869 (**D**) in MRS media without (dotted lines and open symbols) and with 10,000 μg/mL monosodium glutamate (MSG) (solid lines and closed symbols). **D** Growth curve of all *L. brevis* strains in MRS media with and without 10,000 μg/mL MSG for comparison. **E** GABA production over time when Lbr-6108 was grown in MRS media supplemented with 10,000 μg/mL, 30,000 μg/mL or 90,000 μg/mL of MSG. The bar graph represents GABA production (left y-axis) in µg/mL of GABA produced, while the black diamonds shows the percent of yield (calculated as GABA μg/mL/glutamate utilization μg/mL) (right y-axis). Error bars may be obscured by symbols and boxes

Detectable amounts of GABA (> 50 µg/mL) were produced by Lbr-6108 as early as T6 with 66 µg/mL and reached a maximum of 520 µg/mL near the pre-stationary phase of growth at T15 in MRS (Fig. 2A, Additional file 1: Table S1). The GABA production by Lbr-6108 correlated with rapid consumption of innate glutamate in MRS. The innate glutamate content was found to be 650–700 µg/mL (0.065–0.07%), which was rapidly utilized by Lbr-6108 to 100 µg/mL after T15, thus showing an 86.0% conversion of glutamate to produce GABA (Fig. 2A). Further, the production of GABA by Lbr-6108 increased upon addition of 10,000 μg/mL (1.0%) free glutamate substrate in the form of MSG in the media (Fig. 2A). A 2.5-fold increase in GABA production was observed at T15 compared to its growth without added glutamate, followed by further utilization of the excess glutamate in the media leading to a conversion of 97.0% of the added glutamate and production of more than tenfold of GABA at 48 h (Fig. 2A). The maximum activity of the GAD enzymatic conversion of glutamate by the strain was seen during the post-stationary phase (T24) when GABA production increased by 39.2% compared to T21 via an increase in glutamate utilization of 34.7% (Fig. 2A). The final concentration of GABA at T48 in MRS + MSG was 6,000 μg/mL or 6 g/L, similar to previous measurements of Lbr-6108 [29].

Noting the GABA producing capabilities of Lbr-6108 from glutamate, the strain was tested for its increased GABA producing capabilities by adding more of the substrate (MSG) to the media. The increase in glutamate in the media from 10,000 μg/mL, to 30,000 μg/mL and 90,000 μg/mL increased the amount of GABA produced by the strain. The amount of GABA produced between T24 and T48 almost doubled with 1.0% MSG, increased 243.0% with 3.0% MSG, and increased 607.0% with 9.0% MSG (Additional file 1: Table S2, Fig. 2E). After T48, the percent of glutamate utilization by Lbr-6108 seemed slowed, although the GABA production was still increasing by T72 in each series. The yield of GABA from available glutamate, calculated by GABA production divided by glutamate utilization, was generally higher with the 10,000 μg/mL MSG formulation, and continued to increase in the longer timepoints (Additional file 1: Table S2, Fig. 2E), with all the bacterial culture media at T24 being at pH 5 (blank media pH 5.5–6). At T48, the bacterial culture in 10,000 μg/mL MSG medium was still at pH 5, but that of 30,000 μg/mL and 90,000 μg/mL MSG-containing media increased to pH 7 and pH 8, respectively.

Strain specific PCR and 16S sequencing was performed on cell pellets directly harvested at T0, T24, and T48 to make sure the harvested strains were pure. No contamination was observed between Lbr-6108 and Lbr-35 (Additional file 1: Fig. S1).

### The time of GABA production is not inherent to GAD operon presence.

Lbr-6108 was the only strain to produce a detectable quantity of GABA as early as 6 h of growth, in both MRS and MRS + MSG (Fig. 2A). Amongst Lbr-35 and ATCC 14869, Lbr-35 had the most similar growth curve to Lbr-6108, whereas the ATCC 14869 grew very slowly in the same media (Fig. 2D). However, detectable quantities of GABA (80–82 µg/mL) produced by Lbr-35 in MRS were observed only at T21–T24, which doubled by T48 (Fig. 2B). In MRS + MSG, GABA production by Lbr-35 did not drastically increase (Fig. 2B). Further, the low level of GABA production by Lbr-35 during the stationary to post-stationary phase of growth in both MRS and MRS + MSG is reflected by limited utilization of glutamate (maximum utilization up to 20.0%) (Fig. 2B). For ATCC 14869, the growth pattern in either MRS or MRS + MSG was very different compared to Lbr-6108 and Lbr-35, and GABA production by ATCC 14869 was comparable to that of Lbr-35, with detectable quantities of GABA only observed between T24–T48 (Fig. 2C). Lbr-6108 and Lbr-35 were sampled for RNA-sequencing because of their similar growth characteristics but differing GABA production capabilities. 

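RNA of Lbr-6108 and Lbr-35 was sequenced at T6, T12, T18 and T24 of growth in MRS and in MRS with 10000 µg/mL of MSG, with 2 libraries in each of the 8 groups of a strain. Each time point was harvested from tubes of its own, so libraries of different times with the same replicate number do not come from one culture. According to the paper, ribosomal RNA was depleted, paired-end reads from an Illumina HiSeq were mapped to the genome of each strain with Salmon, and genes were tested with DESeq2. The values used here are the authors' normalized counts for every annotated coding sequence, 1 table per strain. They are not whole numbers, and the read numbers before normalization were not recovered from them. Another 8 libraries are labelled T48 and were not analysed here.
The normalized values of a library summed to between 11.2 and 14.8 M in Lbr-6108 (M, mega), with a median of 13.5 M. In Lbr-6108 the group medians were 11.5 M at T6 in MRS and 11.4 M at T6 in MRS + MSG, and lay between 13.3 and 14.5 M at the later times. The Lbr-35 libraries summed to between 9.76 and 11.5 M, with a median of 10.1 M and group medians of 11.3 M in MRS and 11.4 M in MRS + MSG at T24. The paper's reported numbers of reads mapped are a median of 12.3 M with a minimum of 8.1 M and a maximum of 15.8 M. The totals given here are those of the normalized values, and the counting error of single values is not known.
Each strain was fitted on its own with limma, with a mean-variance trend, on the log2 of the normalized value plus 1. The fit held the 2881 Lbr-6108 genes and the 2309 Lbr-35 genes with a value of at least 10 in at least 2 libraries, and gave each group its own mean. P values were adjusted by the Benjamini-Hochberg method within each comparison. As in the paper, a differentially expressed gene (DEG) has an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.5. In simulated data with 200 changed genes, the fit called 188 of them among 2877 genes made like the Lbr-6108 table and 192 of them among 2311 genes made like the Lbr-35 table, and 0 unchanged genes. The simulated changes were 1.5 to 4 on the log2 scale, with 1 dispersion for all genes of a strain (0.011 and 0.014). At that spread an unchanged gene hardly reaches 1.5. The 0 therefore does not measure false calls among real genes that vary more. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so single genes were tested with limma only. The strains were not tested against each other.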

ATCC 14869 was not sampled for RNA-sequencing, as its slower growth pattern was expected to skew the GAD operon expression results.

### Lbr-6108 expresses genes for GABA production early in fermentation.

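Principal components were computed per strain from the log2 values of the genes in the fit, centred per gene. The first 3 components held 60.6%, 13.9% and 7.00% of the variance in Lbr-6108, and in Lbr-35 the second and the third held 16.2% and 7.39%. Between the replicates of a group, the Euclidean distance over all fitted genes ranged from 14.3 in MRS at T6 to 25.9 in MRS + MSG at T12 in Lbr-6108. In Lbr-35 it ranged from 8.93 in MRS at T6 to 21.5 in MRS + MSG at T12. In each strain, 13 of the 16 libraries had their own replicate as the nearest library. The exceptions in both strains were MRS + MSG libraries of T6 or T12, and the nearest library of each was an MRS library of the same time.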

Broad trends in gene expressions were visualized in a principal component analysis plot (Additional file 1: Fig. S2), with replicates of samples mostly clustering together in the same group. However, for Lbr-35 in MRS + MSG, one of the replicates each from T6 and T12 clustered together instead of clustering with their respective replicates. 

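In Lbr-35 grown in MRS + MSG, the distance between the replicates was 17.7 at T6. The distances between a T6 and a T12 library in this medium were 23.4, 26.0, 28.5 and 31.0, the smallest of them between replicate 1 of T6 and replicate 1 of T12. Replicate 1 of T6 was nearest to replicate 1 of T6 in MRS, at 14.1. Both T12 replicates were nearest to replicate 2 of T12 in MRS, at 18.1 and 17.9. Replicate 2 of T6 was nearest to its own replicate. On the second principal component, replicate 2 of T6 and replicate 1 of T12 lay close together, apart from their own replicates, while on the first each lay near its own replicate.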

In Lbr-6108, T18 showed the largest differences in gene expression (Table 1). 

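Comparing T18 with T6 in MRS + MSG, the largest rises in Lbr-6108 were those of uronate isomerase (peg1128), with a log2 fold change of 4.90 (standard error 0.19), a PnuC-like deoxyribonucleotide transporter (peg1310) with 4.64 (standard error 0.16) and class II ribonucleotide reductase (peg469) with 4.42 (standard error 0.12). The mean normalized value of uronate isomerase rose from 445 at T6 to 13256 at T18. Of the 71 fold changes in Table 1, 70 could be matched to 1 locus by product name and mean value. Of these, 66 lay within 0.1 of the value in the table, and the largest distance was 0.32. All 20 Lbr-6108 loci of the Lbr-6108 part of the table were called as DEGs and were among the 21 largest rises. All 20 Lbr-35 loci of the Lbr-35 part were called as well.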

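The distance between T18 and T12 libraries of Lbr-6108 in MRS + MSG was 39.4 ± 2.40 (SD, n = 4 pairs of libraries), and that between T18 and T24 was 37.0 ± 1.42. The difference of 2.33 between these distances was within its spread of 2.79. Of the alternatives, restricting the distances to the 500 most variable genes moved this difference most, to -1.16, where T18 is nearer to T12. In MRS the T18 libraries of Lbr-6108 were nearer to T24, at 33.0 ± 2.05, than to T12, at 41.7 ± 2.79. In Lbr-35 the difference was 2.94 in MRS and -0.54 in MRS + MSG, with spreads of 4.16 and 6.45. The 4 distances of a pair of groups share their libraries, and these differences were not tested.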

The T18 MRS + MSG samples showed more similarity to gene expressions at T12, while the MRS samples were more similar to T24 (Additional file 1: Fig S2). 

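Comparing MRS + MSG with MRS in Lbr-6108, limma called 0 DEGs at T6, 12 at T12, 18 at T18 and 32 at T24. At T6, 407 of the 2881 genes had an unadjusted p below 0.05, and 11 an adjusted p of at most 0.05. In Lbr-35, limma called 0 DEGs at T6, 0 at T12, 20 at T18 and 27 at T24, and the unadjusted p was below 0.05 for 358 of the 2309 genes at T6 and for 550 at T12. The DEGs were mostly higher in MRS + MSG in Lbr-6108 at T24, with 27 higher and 5 lower, and mostly lower in Lbr-35, with 7 higher and 13 lower at T18 and 9 higher and 18 lower at T24. Of the alternatives tried, a minimum log2 fold change of 1 moved these counts most, to 126 in Lbr-6108 and 68 in Lbr-35 at T24. When every library was rescaled to the same total, the Lbr-6108 DEGs at T24 became 17 higher and 7 lower in MRS + MSG, and the median log2 fold change of all genes was -0.12. Under quantile normalization their number was 19, with 15 higher and 4 lower, and 1 DEG was called at T6. Leaving out replicate 2 of MRS + MSG at T18 gave 10 DEGs in Lbr-6108 at T18, and leaving out replicate 2 of MRS gave 34 in Lbr-35. A library left alone in its group is taken to vary like the other groups.
Of the DEGs between media at T18 and T24, the 3 of largest size without overlap between the media are named here. In Lbr-6108 at T18 these were the protein TrsD (peg2801) and the hypothetical proteins peg2917 and peg2687, listed at 0 in both MRS + MSG libraries and at 249 and 168, 55.1 and 188, and 86.1 and 84.1 in MRS. These loci also jumped between replicates. In MRS + MSG at T12 peg2801 was at 261 and 0 and peg2687 at 101 and 0, and in MRS at T24 peg2917 was at 0 and 187. So did peg3006 (105 and 0) and peg2257 (0 and 840), named below, in MRS + MSG at T6. Their values of 0 therefore cannot be read as an effect of the medium. The call of peg2917 was lost without replicate 2 of MRS, with an adjusted p of 0.1, and without either MRS + MSG library. That of peg2687 was lost without any 1 of the T18 libraries, with an adjusted p of up to 0.091. At T24 they were a plasmid replication initiation protein (peg3006), listed at 0 in MRS + MSG and at 115 and 137 in MRS (without replicate 2 of MRS the adjusted p was 0.057), galactokinase (peg474) with a log2 fold change of 2.44 (standard error 0.28, adjusted p = 4.4e-05) and the hypothetical protein peg1099 with -2.06 (standard error 0.11, adjusted p = 1.9e-07). In Lbr-35 at T18 they were a mobile element protein (peg2257), listed at 0 in MRS and with a mean of 199.6 ± 99.6 in MRS + MSG (SD, n = 2), the biotin transporter component BioY (peg1571) with -2.90 (standard error 0.25, adjusted p = 1.4e-05) and an enoyl-acyl carrier protein reductase (peg1573) with -2.84 (standard error 0.23, adjusted p = 1.4e-05). The adjusted p of peg2257 was 0.049, and the call was lost without any 1 of the T18 libraries, with an adjusted p of up to 0.23. At T24 they were another mobile element protein (peg1335), listed at 0 in MRS + MSG and at 76.1 and 90.9 in MRS, a cellobiose-specific phosphotransferase component (peg2054) with 2.57 (standard error 0.18, adjusted p = 1.1e-06) and a biotin-protein ligase (peg1572) with -2.49 (standard error 0.32, adjusted p = 2.0e-04).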

Figure 3 shows the significantly differentially expressed genes (DEGs) of Lbr-6108 and Lbr-35 individually at different stages of growth and compared to their respective pre-log phase gene expressions at T6. In general, the number of DEGs increased over time, with maximum number of DEGs observed in both strains at T24 compared to T6 (Fig. 3A, B). 

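In Lbr-6108 grown in MRS, 242 DEGs were called at T12, 442 at T18 and 617 at T24 against T6. In MRS + MSG there were 153, 491 and 645. In Lbr-35 there were 87, 280 and 366 in MRS, and 19, 191 and 275 in MRS + MSG. The counts rose from T12 to T24 in each strain and medium under all the alternatives tried, which were other pseudocounts and filters, other scalings, a lower fold change threshold and leaving out each library in turn. The direction of the DEGs depended on how the libraries were scaled. At T12 in MRS, 183 of the Lbr-6108 DEGs were higher than at T6 and 59 were lower, and with equal library totals 102 were higher and 158 lower. At T24 in MRS the split was 314 higher and 303 lower as normalized by the authors, and 217 higher and 422 lower with equal library totals. In MRS + MSG the splits were 127 and 26 at T12, 261 and 230 at T18, and 309 and 336 at T24, against 72 and 74, 183 and 320, and 196 and 482 with equal library totals. At T18 in MRS, 223 higher and 219 lower became 158 and 304.
In Lbr-35 the largest such shift was at T24. There, 202 DEGs higher and 164 lower in MRS became 148 and 208, and 146 higher and 129 lower in MRS + MSG became 91 and 200. At T12 in MRS, 52 higher and 35 lower became 60 and 29. With equal library totals the median log2 fold change of all Lbr-6108 genes against T6 was -0.34, -0.22 and -0.28 in MRS at T12, T18 and T24, and -0.31, -0.23 and -0.33 in MRS + MSG. In Lbr-35 it was -0.18 in MRS and -0.22 in MRS + MSG at T24, and within 0.1 of 0 at T12 and T18. As normalized by the authors, the Lbr-6108 medians lay between -0.03 and 0.01. The largest gene of Lbr-6108 (peg666) took 10.0% and 9.66% of the library totals in MRS at T6 and 14.9% and 14.1% at T12. Under equal totals a larger share of 1 gene lowers all other genes. The splits with equal totals therefore carry such changes in composition as well.

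**Figure D1:**
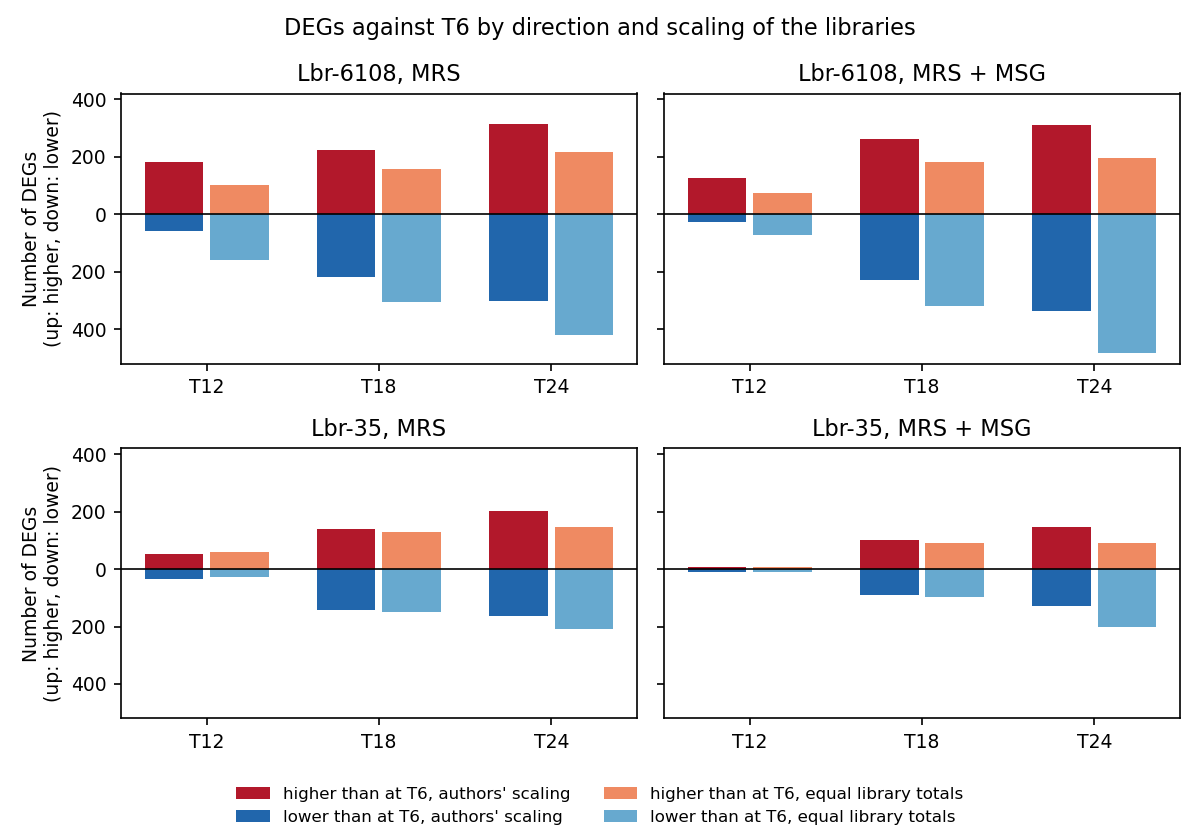
Number of DEGs at T12, T18 and T24 against T6, with DEGs higher than at T6 above the zero line and DEGs lower below it, for each strain and medium. Darker bars use the values as normalized by the authors and paler bars the same values with equal library totals. In Lbr-6108 in MRS at T12 the DEGs are 183 higher and 59 lower in the darker bars and 102 higher and 158 lower in the paler bars.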

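Of the 2881 Lbr-6108 genes tested, 1889 had an adjusted p of at most 0.05 between T12 and T6 in MRS and 1587 in MRS + MSG. Of the 2309 Lbr-35 genes tested, 1237 had one in MRS and 707 in MRS + MSG. With each library left out in turn, the number of DEGs at T12 ranged from 216 to 277 in MRS and from 149 to 170 in MRS + MSG in Lbr-6108. In Lbr-35 it ranged from 59 to 112 in MRS and from 22 to 30 in MRS + MSG, in each case above the number with all libraries. The difference in number between the strains was not tested, since the strains have different genes and separately normalized tables.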

Lbr-6108 showed more DEGS than Lbr-35 in the earlier growth phase (T12 compared to T6) in MRS and MRS + MSG (Fig. 3C–F). Furthermore, at mid-log phase of growth for Lbr-6108 (T12), 14 genes were differentially expressed in MRS + MSG, whereas at the same growth phase for Lbr-35 (T12) only 2 DEGs were induced in MRS + MSG (Fig. 3E). 

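At T12 in Lbr-6108, 7 genes were higher and 5 lower in MRS + MSG than in MRS, of 628 genes with an adjusted p of at most 0.05. All 12 had both libraries of one medium above both of the other. With each library left out in turn, the number ranged from 7, without replicate 1 of MRS, to 18, without replicate 2 of MRS + MSG. In Lbr-35 at T12, 129 genes had an adjusted p of at most 0.05 but none reached a log2 fold change of 1.5. Without replicate 1 of MRS + MSG 3 Lbr-35 genes were called, without replicate 2 of MRS + MSG 2, and without replicate 2 of MRS 2.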

The fourteen genes of Lbr-6108 comprised of hypothetical proteins, transporters, and other enzymes for sugar fermentation, as well as *thiD2* in the pyridoxal-5′-phosphate (PLP) operon, which highlights subtle expression differences in general growth characteristics between the strains, despite having similar growth curves (Fig. 2A, B).

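Of the 12 genes called at T12 in Lbr-6108, 6 encode hypothetical proteins. The manganese transport protein MntH (peg1217) fell in MRS + MSG by a log2 fold change of -2.82 (standard error 0.29, adjusted p = 1.1e-04). Its values were 234 and 292 in MRS + MSG and 2490 and 1383 in MRS. Galactokinase (peg474), a lactose and galactose permease (peg475) and the hypothetical protein peg476 next to them were higher in MRS + MSG, with log2 fold changes of 1.59, 1.74 and 1.57. The oligopeptide-binding protein OppA (peg530) and a putative sugar isomerase (peg815) were higher by 1.68 and 1.72. Among the hypothetical proteins, peg2388 was higher by 2.17, and peg2125 and peg1099 had log2 fold changes of -1.77 and -1.69. The hypothetical protein peg2917 was listed at 0 in both MRS + MSG libraries and at 82.9 and 99.6 in MRS, and peg2421 at 0 in both MRS + MSG libraries and at 34.2 and 26.7 in MRS. In MRS at T24 the replicates of peg2917 were at 0 and 187, so its values of 0 cannot be read as an effect of the medium. The pyridoxal kinase *thiD2* was higher in MRS + MSG by 1.54 (standard error 0.13, adjusted p = 3.8e-05). The calls of MntH, galactokinase and peg1099 held under all the alternatives tried at T12, and each of the other 9 was lost under at least 1 of them. For *thiD2* these were the fits without replicate 1 of MRS, with 1.41, and without replicate 2 of MRS + MSG, with 1.39.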

**Table 1:** Top twenty highest expressed genes in *Levilactobacillus brevis* Lbr-6108 (top) and Lbr-35 (bottom) comparing T18 to T6 in MRS with 10,000 μg/mL monosodium glutamate

Genes	Lbr-6108			Lbr-35		
	log2 fold change	Adjusted p-value	Reads base mean	log2 fold change	Adjusted p-value	Reads base mean
Uronate isomerase (EC 5.3.1.12)	4.90	4.71E−139	10,468	2.29	4.39E−29	1311
NrdR-regulated deoxyribonucleotide transporter, PnuC-like	4.67	5.67E−148	2208	3.22	6.92E−51	1278
Ribonucleotide reductase of class II (coenzyme B12-dependent) (EC 1.17.4.1)	4.41	1.19E−258	79,074	2.86	1.08E−108	52,006
Glucuronide transporter UidB	4.31	5.52E−112	5426	1.56	1.54E−19	477
beta-glucuronidase (EC 3.2.1.31)	4.30	2.64E−165	2277	1.69	2.55E−16	491
Alpha-glucosidase (EC 3.2.1.20)	4.10	4.32E−152	7925	1.72	1.95E−25	1533
Galactokinase (EC 2.7.1.6)	4.01	1.11E−47	1609	1.05	5.53E−06	299
Lactose and galactose permease, GPH translocator family	3.99	2.62E−55	1442	0.39	5.80E−02	362
hypothetical protein	3.97	6.30E−32	152	0.95	1.90E−03	65
Tyrosyl-tRNA synthetase (EC 6.1.1.1)	3.86	1.31E−243	10,243	0.58	9.50E−07	2184
Carbamate kinase (EC 2.7.2.2)	3.86	7.94E−201	7896	1.70	1.30E−23	1,713
Probable glutamate/gamma-aminobutyrate antiporter	3.79	2.11E−164	20,971	− 0.12	5.07E−01	2237
Glutamate decarboxylase GadA (EC 4.1.1.15)	3.74	7.24E−173	26,711	0.17	2.39E−01	2969
Phosphopentomutase (EC 5.4.2.7)	3.64	2.41E−66	6719	− 0.72	4.59E−04	2996
Ornithine carbamoyltransferase (EC 2.1.3.3)	3.64	2.41E−106	26,481	0.83	4.99E−08	9679
Arginine/ornithine antiporter ArcD	3.64	2.05E−113	5413	0.77	3.52E−10	1437
Glutamyl-tRNA synthetase (EC 6.1.1.17) @ Glutamyl-tRNA(Gln) synthetase (EC 6.1.1.24)	3.59	3.90E−152	39,673	0.04	8.67E−01	4886
Phage lysin, glycosyl hydrolase, family 25	3.57	2.01E−17	1011	5.13	2.13E−18	1903
hypothetical protein	3.49	1.36E−161	1036	–	–	–
Purine nucleoside phosphorylase (EC 2.4.2.1)	3.48	9.00E−58	3140	− 0.43	5.93E−02	2133
Aggregation promoting factor	2.80	7.03E−15	37,746	5.84	1.04E−25	22,462
Phage lysin, glycosyl hydrolase, family 25	3.57	2.01E−17	1011	5.13	2.13E−18	1903
lipoprotein precursor (putative)	3.16	7.83E−54	990	4.08	3.75E−79	1987
NLP/P60 family protein	1.40	7.51E−14	1243	3.85	4.25E−45	5309
NrdR-regulated deoxyribonucleotide transporter, PnuC-like	4.67	5.67E−148	2208	3.22	6.92E−51	1278
Phage lysin, glycosyl hydrolase, family 25	2.90	3.22E−122	22,673	2.88	3.06E−47	12,481
Beta-lactamase class C-like and penicillin binding proteins (PBPs) superfamily	2.20	2.22E−44	7114	2.87	2.95E−47	8280
Ribonucleotide reductase of class II (coenzyme B12-dependent) (EC 1.17.4.1)	4.41	1.19E−258	79,074	2.86	1.08E−108	52,006
peptidoglycan lytic protein P45	2.32	5.18E−79	4020	2.85	2.14E−86	3066
Ribonucleotide reductase of class Ib (aerobic), beta subunit (EC 1.17.4.1)	3.10	1.75E−67	57,256	2.80	2.80E−138	50,915
Streptococcal hemagglutinin protein	2.60	8.15E−24	2848	2.72	5.81E−22	3186
Bifunctional autolysin Atl/*N*-acetylmuramoyl-l-alanine amidase (EC 3.5.1.28)/ endo-beta-*N*-acetylglucosaminidase (EC 3.2.1.96)	1.64	1.61E−22	11,980	2.69	1.48E−38	10,461
Ribonucleotide reductase of class Ib (aerobic), alpha subunit (EC 1.17.4.1)	2.52	2.47E−108	55,842	2.64	5.47E−118	46,441
Aggregation promoting factor	0.50	5.01E−03	684	2.60	4.12E−20	698
Aggregation promoting factor	0.72	3.32E−03	1607	2.59	2.95E−24	890
tRNA-5-carboxymethylaminomethyl-2-thiouridine(34) synthesis protein MnmE	2.45	5.57E−70	3144	2.56	8.51E−48	3573
DNA topoisomerase IV subunit A (EC 5.99.1.3)	1.39	8.11E−56	5955	2.49	6.22E−90	13,461
Succinate-semialdehyde dehydrogenase [NAD] (EC 1.2.1.24); Succinate-semialdehyde dehydrogenase [NADP +] (EC 1.2.1.79)	2.73	5.84E−131	4798	2.37	2.51E−66	4039
tRNA-5-carboxymethylaminomethyl-2-thiouridine(34) synthesis protein MnmG	2.63	1.75E−52	4279	2.36	3.10E−31	5697
Uronate isomerase (EC 5.3.1.12)	4.90	4.71E−139	10,468	2.29	4.39E−29	1311

**Fig. 3:**
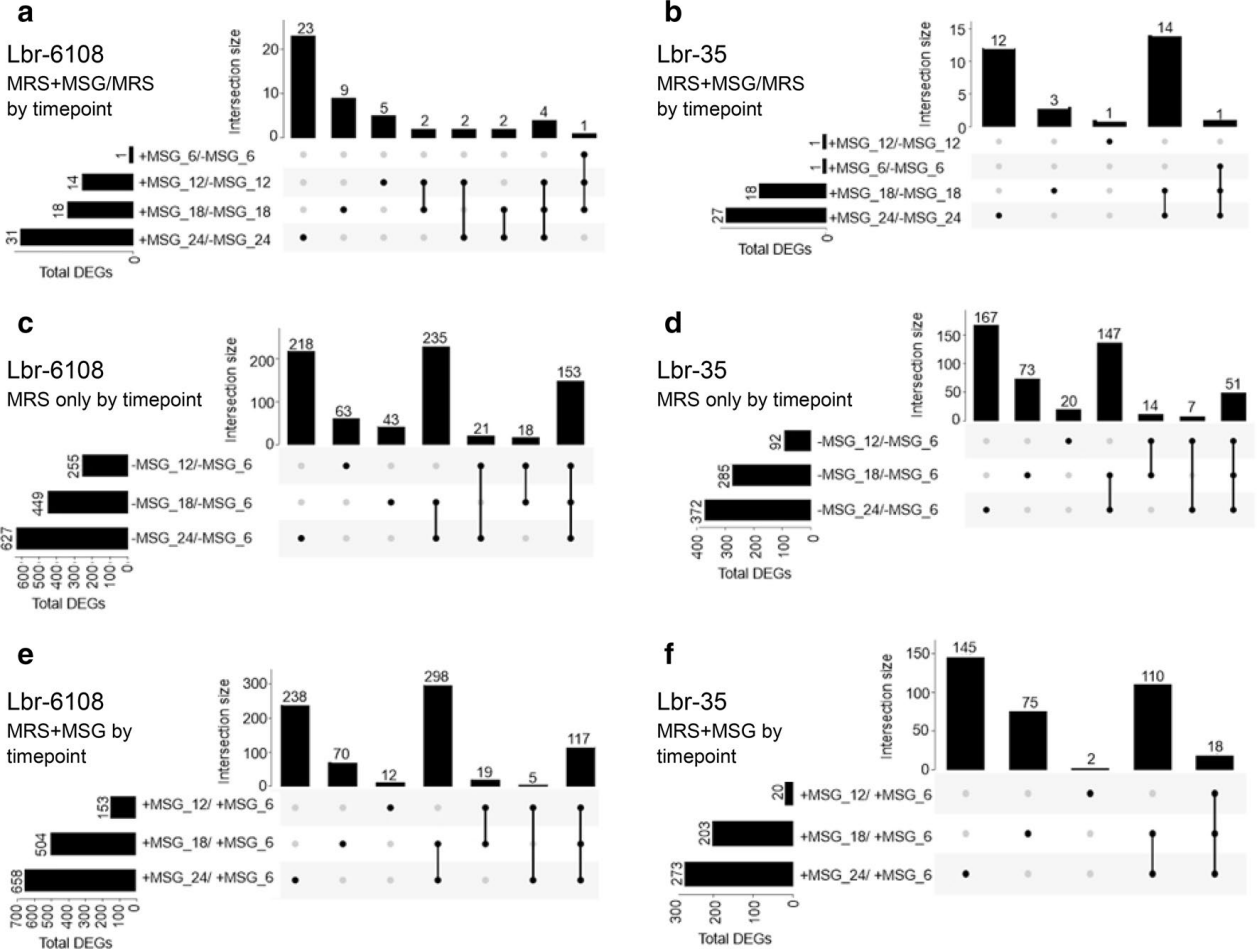
Upset diagram to show significantly differentially expressed genes in *Levilactobacillus brevis* Lbr-6108 and Lbr-35 throughout the experiments. Individual lines are denoted by having MRS only (−MSG) or MRS + MSG (+ MSG) followed by the timepoint number. The top graphs compare the number of significantly expressed genes at the same timepoints but with different media (MRS and MRS + MSG) for (**A**) Lbr-6108 and (**B**) Lbr-35. The middle graphs compare the T6 (pre-log phase) to T12 (mid-log), T18 (pre-stationary) and T24 (stationary) in only MRS for (**C**) Lbr-6108 and (**D**) Lbr-35. The bottom graph compares the T6 (pre-log phase) to T12 (mid-log), T18 (pre-stationary) and T24 (stationary) in MRS + MSG for (**E**) Lbr-6108 and (**F**) Lbr-35

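In Lbr-6108 grown in MRS + MSG, the normalized value of the antiporter gene *gadC* rose from 3226 ± 86.7 at T6 (SD, n = 2) to 44591 ± 3641 at T18, a log2 fold change of 3.79 (standard error 0.13, adjusted p = 7.7e-11). Of the alternatives tried, quantile normalization moved this fold change most, to 3.43. In Lbr-35 the value of *gadC* was 1957 ± 287 at T6 and 1801 ± 64.5 at T18, with a log2 fold change of -0.11 (standard error 0.14, adjusted p = 0.5). The tRNA synthetase gene *gltX* rose by 2.50 (standard error 0.13, adjusted p = 2.0e-09) in Lbr-6108 in MRS and by 3.59 (standard error 0.13, adjusted p = 1.1e-10) in MRS + MSG. In Lbr-35 the log2 fold changes of *gltX* at T18 were -0.09 and 0.04, with a standard error of 0.16. The strains' tables were normalized separately, and the changes were compared with T6 within each strain, not tested between the strains.

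**Figure D2:**
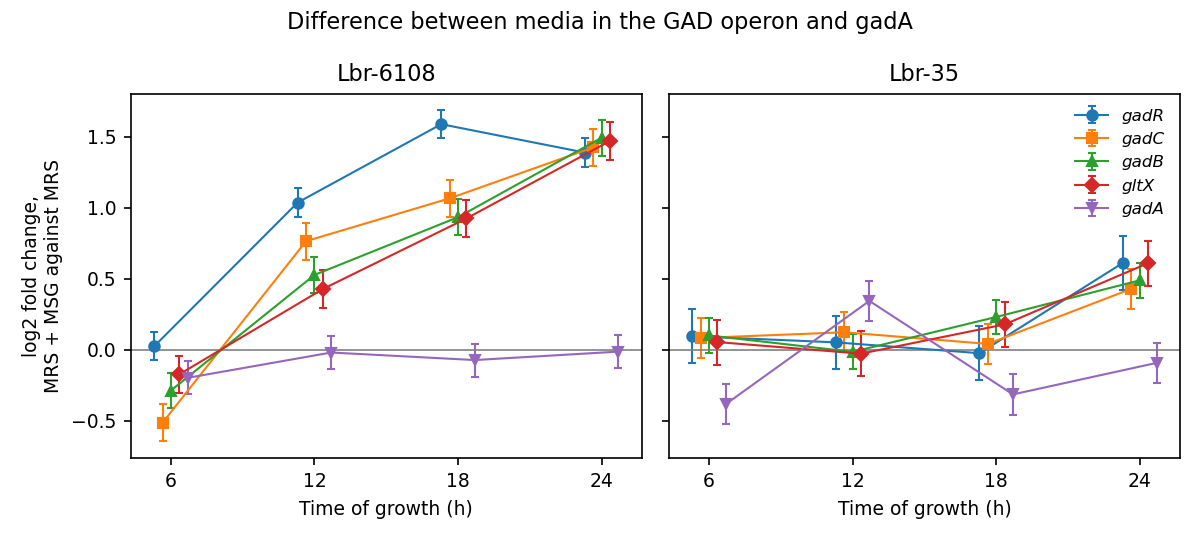
Log2 fold change between MRS + MSG and MRS of *gadR*, *gadC*, *gadB*, *gltX* and *gadA* at T6, T12, T18 and T24 in Lbr-6108 (left) and Lbr-35 (right). Points are limma estimates from 2 libraries per medium, bars are standard errors, and points are shifted sideways to keep them apart. At T24 the 4 operon genes lie between 1.39 and 1.49 in Lbr-6108 and between 0.43 and 0.61 in Lbr-35.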

The GAD operon regulation vastly differed between Lbr-6108 and Lbr-35 in both media, despite the cultures being sampled at similar points in the growth curve (Fig. 4A, Additional file 1: Table S3). Comparing T12 to T6 in Lbr-6108, the fold change of gene expression for *gadB* significantly increased 2.47 × and 3.28 × in MRS and MRS + MSG, respectively (Fig. 4A). 

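The normalized value of *gadB* in Lbr-6108 in MRS was 4855 ± 190.3 at T6 (SD, n = 2) and 26918 ± 4009 at T12. The log2 fold change was 2.46 (standard error 0.13, adjusted p = 5.3e-09), a 5.52-fold rise. In MRS + MSG the value was 3984 ± 374 at T6 and 38660 ± 3951 at T12, a log2 fold change of 3.28 (standard error 0.13, adjusted p = 1.0e-09), which is a 9.70-fold rise. With each library left out in turn, the log2 fold change stayed between 2.31 and 2.62 in MRS and between 3.17 and 3.38 in MRS + MSG. These ranges do not cover the scaling between libraries. The median library total rose from T6 to T12, from 11.5 to 14.3 M in MRS and from 11.4 to 14.1 M in MRS + MSG. With equal library totals the rises of *gadB* are therefore smaller, and both calls held. The rise was larger in MRS + MSG by 0.81 (standard error 0.18, adjusted p = 0.034), which passes the adjusted p but not the fold change threshold of a DEG.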

The *gadA* expression did not change significantly between any timepoint, indicating that *gadB* is the major glutamate decarboxylase in Lbr-6108 (Fig. 4A). 

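The stand-alone *gadA* of Lbr-6108 had its highest value in MRS at T6, 15824 ± 1169 (SD, n = 2), and its lowest at T18, 5678 ± 542. In MRS its log2 fold change against T6 was -0.74 (standard error 0.12, adjusted p = 8.1e-05) at T12, -1.48 (standard error 0.12, adjusted p = 7.8e-08) at T18 and -0.66 (standard error 0.12, adjusted p = 1.5e-04) at T24. The MRS + MSG changes were -0.56, -1.35 and -0.48, with adjusted p of 0.0011, 2.0e-07 and 0.002. None of these reached a log2 fold change of 1.5 with the values as normalized by the authors. At equal library totals the T18 changes were -1.69 in MRS and -1.58 in MRS + MSG, and under quantile normalization -1.61 and -1.64, which are DEGs. In MRS the T18 change was also a DEG without replicate 2 of T6, at -1.56, and without replicate 2 of T18, at -1.58. In MRS + MSG it was one without replicate 2 of T18, at -1.51. In both media the value of *gadA* was above that of *gadB* at T6 and below it at T12, T18 and T24. From the absence of a significant change in *gadA* between timepoints, the paper infers that *gadB* is the major glutamate decarboxylase in Lbr-6108.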

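From T12 to T18 the log2 fold change of *gadB* in Lbr-6108 was 0.05 (standard error 0.13, adjusted p = 0.74) in MRS and 0.46 (standard error 0.13, adjusted p = 0.0076) in MRS + MSG. Its value at T18 was 27849 ± 2856 in MRS (SD, n = 2) and 53122 ± 4257 in MRS + MSG. From T18 to T24 the log2 fold change was -0.86 (standard error 0.13, adjusted p = 2.5e-04) in MRS and -0.30 (standard error 0.13, adjusted p = 0.074) in MRS + MSG. None of these passes the thresholds of a DEG, and the rise in MRS and the fall in MRS + MSG do not pass the adjusted p of 0.05. Against T6, *gadB* at T24 was still higher by 1.65 in MRS and by 3.43 in MRS + MSG. In MRS this call was lost with equal library totals, at 1.41, and under quantile normalization, at 1.46.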

The *gadB* expression continued to increase at T18 but decreased at T24 (Fig. 4A). 

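In Lbr-6108 grown in MRS, *gadC* rose against T6 by 2.14 (standard error 0.13, adjusted p = 2.5e-08) at T12, 2.21 at T18 and 1.19 (standard error 0.13, adjusted p = 1.6e-06) at T24, the last of which is below the fold change threshold. In MRS + MSG the rise was 3.42 at T12 and 3.13 at T24. The value of *gadC* at T12 was 20478 ± 3376 in MRS (SD, n = 2) and 34744 ± 5233 in MRS + MSG. The log2 fold change between the media was -0.51 (standard error 0.13, adjusted p = 0.096) at T6, 0.76 (standard error 0.13, adjusted p = 0.002) at T12, 1.07 (standard error 0.13, adjusted p = 2.1e-04) at T18 and 1.42 (standard error 0.13, adjusted p = 7.0e-06) at T24. From T18 to T24 *gadC* changed by -1.02 in MRS and -0.66 in MRS + MSG. The T24 difference between media passed the threshold of a DEG without replicate 1 of MRS + MSG, at 1.54.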

As expected, *gadC* gene expression increased throughout the experiment similarly as *gadB*, and its expression in MRS + MSG were nearly double that of MRS (Fig. 4A). The *gadR* was upregulated from T12–T18 almost two-fold in MRS but was upregulated more than four-fold in MRS + MSG (Fig. 4A). 

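The value of *gadR* in Lbr-6108 was 559 ± 75.9 at T6, 1108 ± 21.4 at T12, 1067 ± 84.5 at T18 and 326 ± 1.07 at T24 in MRS (SD, n = 2). Its values in MRS + MSG were 566 ± 4.98, 2275 ± 55.5, 3209 ± 187 and 856 ± 20.8. Against T6 in MRS, *gadR* changed by 0.99 (standard error 0.10, adjusted p = 1.7e-06) at T12 and by 0.94 (standard error 0.10, adjusted p = 1.5e-06) at T18. In MRS + MSG it changed by 2.00 (standard error 0.10, adjusted p = 5.5e-09) and by 2.50 (standard error 0.10, adjusted p = 2.1e-10). From T18 to T24 it fell in both media. It fell by 1.71 in MRS and fell by 1.91 in MRS + MSG on the log2 scale, and both falls are DEGs. At T24 in MRS it was below its T6 value, with -0.77 (standard error 0.10, adjusted p = 8.3e-06). Between the media, *gadR* was higher in MRS + MSG by 1.59 (standard error 0.10, adjusted p = 7.9e-07) at T18, the only one of these comparisons of *gadR* between media that is a DEG.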

Importantly, the *thiD* family pyridoxal kinase gene *thiD2,* which catalyzes the phosphorylation of pyridoxal to PLP, increased in expression similarly to the GAD operon, confirming the ability of Lbr-6108 to produce the cofactor PLP which is required for GAD catalytic function [33] (Fig. 4B). 

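In Lbr-6108, *thiD2* (peg759) lies on contig 1 from 734564 to 735358. In MRS its log2 fold change against T6 was 0.24 (standard error 0.13, adjusted p = 0.12) at T12, 1.18 (standard error 0.13, adjusted p = 2.5e-06) at T18 and 0.92 (standard error 0.13, adjusted p = 2.4e-05) at T24, and none of these is a DEG. The changes in MRS + MSG were 1.81 (standard error 0.13, adjusted p = 2.1e-07) at T12, 2.60 (standard error 0.13, adjusted p = 1.6e-09) at T18 and 2.35 (standard error 0.13, adjusted p = 2.2e-09) at T24, and all 3 are DEGs. The gene that follows it in the direction of transcription, *hmpT* (peg758), encodes part of a predicted hydroxymethylpyrimidine transporter and rose in MRS + MSG by 1.53, 2.56 and 2.95. Its T12 call was lost with a pseudocount of 10, at 1.46, with equal library totals, at 1.23, without replicate 1 of T6, at 1.23, and without replicate 2 of T12, at 1.19. The regulator *norD* (peg760) on the other side did not rise, with log2 fold changes between -0.95 and -0.13 over both media.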

Interestingly, the RNA expression mapping indicated that *gadR*, *gadC*, *gadB*, and *gltX* are all co-transcribed as the read coverage is similar and is maintained across all the genes (Fig. 5A). 

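Read coverage along the operon was not analysed here, and the values are totals per gene, given here per kb of coding sequence. In Lbr-6108 grown in MRS + MSG at T18, the normalized value per kb was 5430 ± 316 for *gadR* (SD, n = 2), 29609 ± 2417 for *gadC*, 36890 ± 2956 for *gadB* and 51584 ± 3170 for *gltX*. The value per kb thus rose from gene to gene along the operon, by more than the spread between the replicates. The same order held at T6, with 958 ± 8.42 for *gadR* and 4270 ± 206 for *gltX*. At T24 the values per kb were 1448 ± 35.2 for *gadR* and 41196 ± 3062 for *gltX*.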

The GAD operon showed expected expression patterns from the RNA sequencing data, as cDNA read coverage for the GAD operon started at the predicted promoter region directly upstream of *gadR* (Fig. 5B).

**Fig. 4:**
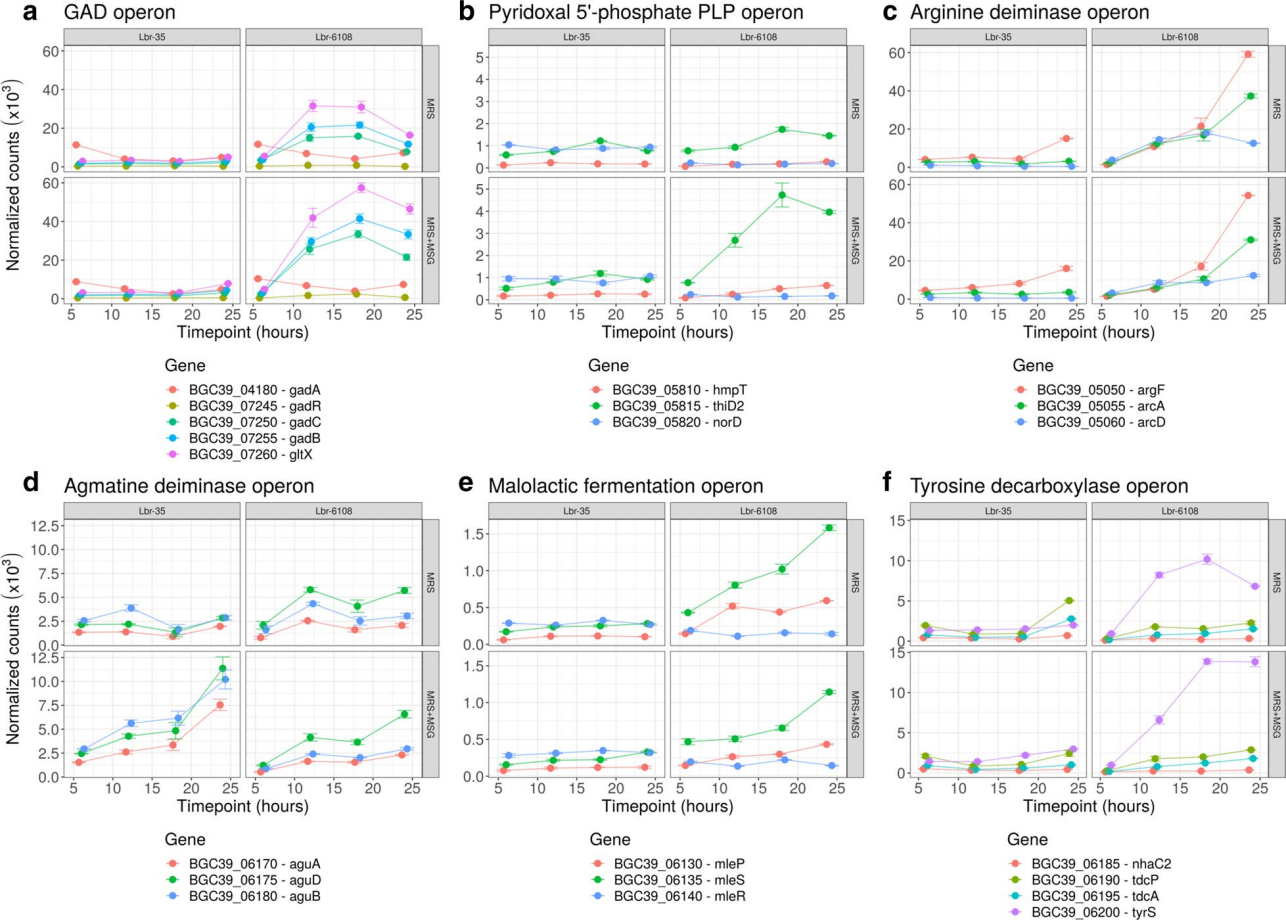
Gene expression of acid resistance operons in *Levilactobacillus brevis* Lbr-6108 and Lbr-35. Each quadrant shows normalized RNA expression for genes during growth for Lbr-6108 and Lbr-35 in MRS and MRS with 10,000 μg/mL MSG. Gene symbols are defined in table S2 and as follows: **A** *gadA*, Glutamate decarboxylase (EC 4.1.1.15); *gadR*, Transcriptional regulator; *gadC*, Glutamate/gamma-aminobutyrate antiporter; *gadB*, Glutamate decarboxylase (EC 4.1.1.15); *gltX*, Glutamyl-tRNA synthetase (EC 6.1.1.17; EC 6.1.1.24). **B** *hmpT*, Substrate-specific component HmpT of predicted hydroxymethylpyrimidine ECF trans-porter; *thiD2*, Novel pyridoxal kinase, thiD family (EC 2.7.1.35); *norD*, Transcriptional regulator of pyridoxine metabolism / Pyri-doxamine phosphate aminotransferase (EC 2.6.1.54). **C** *argF*, Ornithine carbamoyltransferase (EC 2.1.3.3); *arcA*, Arginine deimi-nase (EC 3.5.3.6); *arcD*, Arginine/ornithine antiporter. **D** *aguA*, Agmatine deiminase (EC 3.5.3.12); *aguD*, Agmatine/putrescine antiporter, associated with agmatine catabolism; *aguB*, Putrescine carbamoyltransferase (EC 2.1.3.6). **E** *mleP*, Malate permease; *mleS*, Malolactic enzyme (EC 4.1.1.101); *mleR*, Malolactic regulator. **F** *nhaC2*, predicted tyrosine transporter, NhaC family; *tdcP*, Predicted tyrosine transporter, GadC family; *tdcA*, l-tyrosine decarboxylase (EC 4.1.1.25); *tyrS*, Tyrosyl-tRNA synthetase (EC 6.1.1.1)

**Fig. 5:**
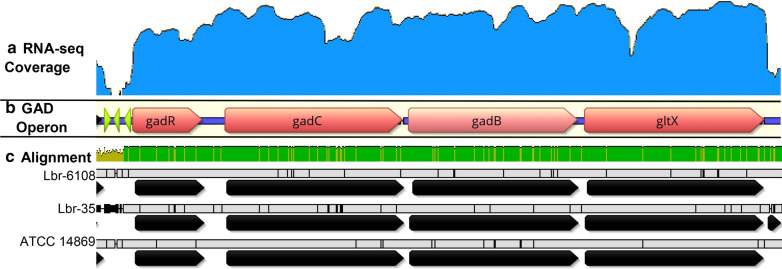
Summary of RNA expression in the *Levilactobacillus brevis* GAD operon. **A** The RNA sequencing read coverage is indicated by the blue graph in log form for *L. brevis* Lbr-6108 in MRS with 10,000 μg/mL MSG at T18. **B** The *L. brevis* GAD operon is denoted by the orange arrows and putative promoters denoted by lime green arrows. **C** The DNA sequence pairwise alignment of *L. brevis* Lbr-6108, Lbr-35, and ATCC 14869 is shown with green showing 100% identity and yellow representing 30–99% identity. Individual GAD operon sequence polymorphism is shown by black lines in the grey bars according to strain designation on the left

Some activity of the GAD operon was expected in Lbr-35 since the GAD operon is highly identical to Lbr-6108 (Fig. 5C), but surprisingly there were no significant changes in expression from T6-T24, except for the downregulation of *gadA* at T18-MRS, T12-MRS, and T18-MRS + MSG (Fig. 4A). 

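In Lbr-35, the largest change of an operon gene against T6 was that of *gltX* in MRS + MSG at T24, with 1.32 (standard error 0.16, adjusted p = 5.5e-06). The change of *gadB* at the same point was 1.16 (standard error 0.12, adjusted p = 1.8e-06) and that of *gadC* was 0.88 (standard error 0.14, adjusted p = 8.6e-05). These changes pass the adjusted p and not the fold change threshold. At T12 and T18 the log2 fold changes of *gadR*, *gadC*, *gadB* and *gltX* lay between -0.11 and 0.40 in both media. The value of *gadB* was 2165 ± 53 at T6 and 3685 ± 55.1 at T24 in MRS (SD, n = 2), and 5174 ± 275 at T24 in MRS + MSG. The change of *gadA* in MRS was -1.52 (standard error 0.14, adjusted p = 3.1e-06) at T12 and -1.92 (standard error 0.14, adjusted p = 7.3e-08) at T18, and in MRS + MSG at T18 it was -1.85 (standard error 0.14, adjusted p = 1.7e-07). All 3 are DEGs. The T12 call was lost with equal library totals, at -1.48, under quantile normalization, at -1.43, and without replicate 1 of T12, at -1.43. In MRS at T24 *gadA* had partly returned, with -1.22 (standard error 0.14, adjusted p = 3.9e-06).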

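Between MRS + MSG and MRS in Lbr-35, the log2 fold changes of *gadR*, *gadC*, *gadB* and *gltX* lay between -0.03 and 0.23 at T6, T12 and T18, with adjusted p of 0.2 or more. At T24 *gadR* was higher in MRS + MSG by 0.61 (standard error 0.19, adjusted p = 0.037), *gadB* by 0.49 (standard error 0.12, adjusted p = 0.014) and *gltX* by 0.61 (standard error 0.16, adjusted p = 0.017). These pass the adjusted p and not the fold change threshold of 1.5. The value of *gltX* at T24 was 6247 ± 152 in MRS (SD, n = 2) and 9532 ± 297 in MRS + MSG. The difference between media of the change from T6 to T24 was 0.56 (standard error 0.22, adjusted p = 0.13) for *gltX* and 0.39 (standard error 0.17, adjusted p = 0.17) for *gadB*, and neither passes the adjusted p.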

The GAD operon expression pattern in Lbr-35 did not differ when grown in the absence or presence of additional MSG in the MRS media. 

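In Lbr-35, 17 genes in MRS + MSG and 52 genes in MRS were DEGs at all of T12, T18 and T24 against T6, each with the same direction at the 3 times. Of these, 7 and 28 were higher than at T6. The 3 comparisons share their T6 libraries, so some overlap is found by chance. In 20 simulated sets all libraries were redrawn without any change, and the 3 comparisons shared their simulated T6 libraries. There limma called 0 shared genes, which decides nothing, since unchanged genes hardly reach the fold change threshold. Lists of the same sizes, taken from the top of each comparison by p value alone, shared 5.95 genes on average in MRS + MSG and 21.4 in MRS. Those lists have no fold change or direction rule, unlike the DEGs. A minimum log2 fold change of 1 moved the numbers of shared DEGs most, to 72 and 204. Without replicate 1 of T12 the list in MRS held 37 genes, and without replicate 2 of T12 it held 62.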

Amongst the DEGs of Lbr-35 grown in MRS + MSG and MRS only, 18 (Fig. 3C) and 51 (Fig. 3B) genes respectively, were differentially expressed at all timepoints throughout the growth of the strain past mid-log phase (T12, T18, and T24). Of those DEGs, genes in the agmatine deiminase pathway, including agmatine deiminase *aguA* (enzyme class (EC) 3.5.3.12) and agmatine/putrescine antiporter *aguD*, were upregulated for both Lbr-6108 and Lbr-35 (Fig. 4C). 

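The agmatine deiminase *aguA* (peg834), the antiporter *aguD* (peg835) and the putrescine carbamoyltransferase *aguB* (peg836) lie on contig 1 of Lbr-6108 from 807633 to 811227. In Lbr-6108 in MRS + MSG, *aguA* rose against T6 by 1.66 (standard error 0.17, adjusted p = 3.0e-06) at T12, 1.52 at T18 and 2.12 (standard error 0.17, adjusted p = 5.5e-08) at T24, and *aguD* by 1.75 (standard error 0.18, adjusted p = 3.4e-06), 1.55 and 2.40 (standard error 0.18, adjusted p = 3.4e-08). With equal library totals the calls at T12 and T18 were lost for both genes, with 1.35 and 1.30 for *aguA* and 1.45 and 1.33 for *aguD*. At T18 they were also lost without replicate 1 of T6, at 1.46 and 1.46, and without replicate 2 of T18, at 1.44 and 1.45. Under quantile normalization the T18 call of *aguD* was lost as well, at 1.43. In MRS only *aguA* at T12 was a DEG in Lbr-6108, with 1.76, and that call was lost with equal library totals, at 1.44, and without replicate 2 of T6, at 1.48.
In Lbr-35 in MRS + MSG, the changes of *aguA* (peg163) were 0.77 at T12, 1.07 at T18 and 2.26 (standard error 0.21, adjusted p = 4.4e-07) at T24, and those of *aguD* (peg162) 0.75, 0.90 and 2.17 (standard error 0.25, adjusted p = 3.3e-06). Both genes are DEGs at T24 only, and neither is in the list of genes called at T12, T18 and T24 in either medium. In MRS the changes of *aguA* and *aguD* in Lbr-35 lay between -0.80 and 0.55.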

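In Lbr-6108, the ornithine carbamoyltransferase gene *argF* (peg600) had values of 1639 ± 156 at T6, 13845 ± 1568 at T12, 26714 ± 7121 at T18 and 74086 ± 3086 at T24 in MRS (SD, n = 2). In MRS + MSG they were 1705 ± 119, 6468 ± 385, 21234 ± 3342 and 66156 ± 281. The log2 fold change of *argF* against T6 was 3.08 (standard error 0.16, adjusted p = 5.5e-09) at T12 and 5.50 (standard error 0.16, adjusted p = 1.2e-11) at T24 in MRS, and 1.92 (standard error 0.16, adjusted p = 5.1e-07) and 5.28 (standard error 0.16, adjusted p = 8.2e-12) in MRS + MSG. From T18 to T24 it rose by 1.50 (standard error 0.16, adjusted p = 1.6e-05) in MRS and by 1.65 (standard error 0.16, adjusted p = 5.7e-06) in MRS + MSG. The arginine deiminase gene *arcA* (peg601) rose from T18 to T24 by 1.17 in MRS and 1.55 in MRS + MSG. Of these, the rises in MRS + MSG are DEGs. Both calls were lost without replicate 1 of T18, with 1.49 for *argF* and 1.41 for *arcA*, and under quantile normalization, with 1.50 and 1.42. The call of *arcA* was also lost with equal library totals. The rise of *argF* in MRS is just short of the threshold, and it was called without replicate 2 of T18 and without replicate 2 of T24, at up to 1.77. In Lbr-35 the values of *argF* were called higher at T24 only, by 1.87 in MRS and 1.76 in MRS + MSG.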

In Lbr-6108, the arginine deiminase operon was highly expressed only at T24 of growth in both MRS and MRS + MSG (Fig. 4D). The F_O_F_1_-ATPase operon, which consists of multiple subunits of ATP synthase chains, did not significantly change in either strain except for the ATP synthase epsilon chain (EC 3.6.3.14) in Lbr-6108 at several timepoints of MRS and MRS + MSG (data not shown). 

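Both strains have 8 loci annotated as ATP synthase subunits, which lie in a row on contig 1. In Lbr-6108 the ATP synthase epsilon chain (peg1848) rose against T6 in MRS by 1.95 (standard error 0.13, adjusted p = 6.1e-08) at T12, 1.65 (standard error 0.13, adjusted p = 1.0e-07) at T18 and 1.76 (standard error 0.13, adjusted p = 4.3e-08) at T24. In MRS + MSG it rose by 1.37 at T12, which is a DEG only without replicate 2 of T6, at 1.53, by 1.67 at T18 and by 1.70 at T24. With equal library totals its calls at T18 in MRS and at T18 and T24 in MRS + MSG were lost, with 1.44, 1.44 and 1.36, and the T24 call also under quantile normalization, at 1.40. The ATP synthase c subunit (peg1842) was a DEG in MRS at T12, with 1.60 (standard error 0.15, adjusted p = 8.1e-07), and not with equal library totals, at 1.29. The other 6 subunits rose in Lbr-6108 by between 0.37 (ATP synthase a, MRS + MSG at T12) and 1.50 (ATP synthase beta, MRS + MSG at T24), and none of these changes was called. The value of ATP synthase beta at T24 falls just short of the threshold and was called without replicate 1 of T24, at 1.51, and without replicate 1 of T6, at 1.58. In Lbr-35 the changes of the 8 subunits lay between -0.66 (MRS at T24 for ATP synthase a) and 0.94 (ATP synthase epsilon, MRS at T12), with no DEG.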

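In Lbr-35 grown in MRS + MSG, the aggregation promoting factor gene peg252 rose most between T6 and T18, with 5.52 (standard error 0.48, adjusted p = 4.5e-07), and its value went from 558 ± 75.3 at T6 (SD, n = 2) to 32078 ± 27505. The aggregation promoting factors peg254 and peg666 rose by 2.58 (standard error 0.27, adjusted p = 2.3e-06) and 2.59 (standard error 0.23, adjusted p = 5.9e-07). Another locus with this product, peg249, changed by 1.40 (standard error 0.33, adjusted p = 0.0021) and was called only without replicate 2 of T18, at 1.97. The phage lysins peg442 and peg725 rose by 4.86 (standard error 0.45, adjusted p = 7.5e-07) and 2.89 (standard error 0.18, adjusted p = 4.0e-08). The PnuC-like transporter peg449 of Lbr-35 rose by 3.19 (standard error 0.19). The same products rose in Lbr-6108, where the aggregation promoting factors peg1111 and peg1109 changed by 2.74 and 1.58 and the phage lysins peg538 and peg1303 by 2.90 and 3.46, all called. The other Lbr-6108 aggregation promoting factors, peg594 and peg1113, changed by 0.70 (standard error 0.23, adjusted p = 0.016) and 0.49 (standard error 0.16, adjusted p = 0.012) and were not called. The call of peg1109 was lost with equal library totals, at 1.35, under quantile normalization, at 1.41, without replicate 1 of T18, at 1.28, and without replicate 2 of T6, at 1.44. The changes of these genes were not tested between the strains.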

At T18 in MRS + MSG, the timepoint of highest GAD operon expression in Lbr-6108, Lbr-35 is instead significantly expressing multiple phage lysin related genes, genes for transporter proteins, and three aggregation promoting factors (Table 1).

### Other metabolic pathways for acid resistance and energy generation are expressed concurrently with the GAD operon in Lbr-6108.

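In Lbr-6108, 146 genes in MRS and 117 genes in MRS + MSG were DEGs at all of T12, T18 and T24 against T6, and 110 and 96 of them were higher than at T6. In 20 simulated sets without change, with the T6 libraries redrawn as well, 0 shared genes were called, which again decides nothing. Lists of the same sizes, taken by p value alone, shared 55.4 genes on average in MRS and 43.4 in MRS + MSG. A minimum log2 fold change of 1 gave 418 and 330 shared genes. With equal library totals the lists held 148 and 106 genes, of which 100 and 70 were among the 146 and 117. With each library left out in turn, they held between 137 and 164 and between 109 and 124.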

In Lbr-6108, 153 and 117 DEGs were observed between the mid-log phase at T12 until the stationary phase at T24 in MRS and MRS + MSG, respectively (Fig. 3). Part of the 153 DEGs found in MRS were genes of the highly expressing arginine deiminase operon, which includes Arginine/ornithine antiporter *arcD*, Ornithine carbamoyltransferase *argF* (EC 2.1.3.3), and Arginine deiminase *arcA* (EC 3.5.3.6) (Fig. 4D). 

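The 3 genes of the arginine deiminase operon named in Fig. 4 lie on contig 1 of Lbr-6108 from 572996 to 577210. All 3 were in the list of genes called at T12, T18 and T24 in MRS. The log2 fold changes of *arcD* (peg602) in MRS were 1.93 (standard error 0.13, adjusted p = 7.1e-08) at T12, 2.25 (standard error 0.13, adjusted p = 5.7e-09) at T18 and 1.75 (standard error 0.13, adjusted p = 4.5e-08) at T24. Those of *argF* at T18 and of *arcA* at T18 were 4.00 and 2.98. The arginine/ornithine antiporter row of Table 1 is another locus (peg599), which rose by 3.62 (standard error 0.15) from T6 to T18 in MRS + MSG.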

Malolactic fermentation is known to reduce acidity [34], and indeed the malolactic enzyme *mleS* gene is increased in Lbr-6108 throughout the different timepoints (Fig. 4E). 

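The malolactic enzyme gene *mleS* (peg827) of Lbr-6108 rose in MRS by 0.88 (standard error 0.11, adjusted p = 1.1e-05) at T12, 1.23 (standard error 0.11, adjusted p = 2.7e-07) at T18 and 1.89 (standard error 0.11, adjusted p = 3.3e-09) at T24 against T6. Its value was 587 ± 9.1 at T6 and 2180 ± 75.2 at T24 (SD, n = 2). In MRS + MSG the changes were 0.13 (standard error 0.11, adjusted p = 0.34), 0.48 (standard error 0.11, adjusted p = 0.0015) and 1.29 (standard error 0.11, adjusted p = 1.4e-07). Only the change at T24 in MRS passes the thresholds of a DEG, and that at T12 in MRS + MSG does not pass the adjusted p.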

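In Lbr-6108 at T12, the malate permease gene *mleP* (peg826) was higher than at T6 by 1.82 (standard error 0.10, adjusted p = 1.5e-08) in MRS, which is a DEG, and by 0.86 (standard error 0.10, adjusted p = 1.6e-05) in MRS + MSG, which is not. The values at T12 were 706 ± 68 in MRS (SD, n = 2) and 365 ± 37.1 in MRS + MSG, a log2 fold change between media of -0.95 (standard error 0.10, adjusted p = 1.3e-04). In MRS *mleP* remained a DEG at T18, with 1.58, and at T24, with 2.04. The T18 call was lost with equal library totals, at 1.37, and without replicate 2 of T6, at 1.50. The regulator *mleR* (peg828) changed by -0.81 and -0.49 at T12.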

A malate permease *mleP* of the malate fermentation operon was slightly upregulated at T12 in both MRS and MRS + MSG (Fig. 4E). Similarly, the 117 DEGs for Lbr-6108 in MRS + MSG (Fig. 3E) included upregulation of genes in the agmatine deiminase, malolactic fermentation, and the tyrosine decarboxylase operons (Fig. 4C–F). 

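Of the genes of Fig. 4, the Lbr-6108 list in MRS + MSG held *gadC*, *gadB*, *gltX*, *hmpT*, *thiD2*, *argF*, *aguA*, *aguD*, *tdcP*, *tdcA* and *tyrS*. It did not hold *aguB*, *mleP*, *mleS*, *arcA* or *arcD*. In MRS + MSG, *aguB* was called at T24 alone, with 1.76 (standard error 0.20, adjusted p = 2.2e-06), and that call was lost with equal library totals, at 1.41. *mleP* was likewise called at T24 alone, with 1.54 (standard error 0.10, adjusted p = 1.4e-08), and lost the call with equal library totals, at 1.20.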

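In Lbr-6108, the tyrosyl-tRNA synthetase gene *tyrS* (peg840) rose against T6 by 3.17 (standard error 0.11, adjusted p = 3.0e-10) at T12, 3.46 at T18 and 2.92 at T24 in MRS, and by 2.80, 3.86 and 3.84 in MRS + MSG. The locus *tdcA* (peg839), annotated as a putative decarboxylase, lies between *tdcP* and *tyrS* from 814688 to 816568. In Lbr-6108 it rose in MRS by 2.07 (standard error 0.13, adjusted p = 2.5e-08) at T12, 2.40 (standard error 0.13, adjusted p = 2.1e-09) at T18 and 3.09 (standard error 0.13, adjusted p = 1.2e-10) at T24. Its values in MRS were 248 ± 26.5 at T6 (SD, n = 2) and 2118 ± 157 at T24. In MRS + MSG it rose by 2.09, 2.71 and 3.24, and all these rises of *tdcA* are DEGs. The permease *tdcP* (peg838) was a DEG at all these points as well, with rises between 2.27 and 3.30.
In Lbr-35, *tdcA* (peg158) changed in MRS by -0.85 (standard error 0.14, adjusted p = 2.3e-04) at T12, -0.56 at T18 and 1.80 (standard error 0.14, adjusted p = 7.8e-08) at T24, the last of which is a DEG. The Lbr-35 gene changed in MRS + MSG by -1.07 (standard error 0.14, adjusted p = 1.0e-04), -0.68 and 0.12 (standard error 0.14, adjusted p = 0.47). At T24 it was lower in MRS + MSG than in MRS, by -1.49 (standard error 0.14, adjusted p = 1.8e-05), just short of the threshold, and it was called with equal library totals, at -1.50, without replicate 2 of MRS, at -1.53, and without replicate 2 of MRS + MSG, at -1.56. The gene *tyrS* of Lbr-35 was not called at any time, and its largest change was 1.04 in MRS + MSG at T24.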

Importantly, in the tyrosine decarboxylase operon only the tyrosyl-tRNA synthetase gene *tyrS* showed high induction rate while tyrosine decarboxylase gene *tdcA* was not induced at any timepoints in any of the strains or conditions tested. Further, the arginine deiminase enzyme were always upregulated and to the same extent as when grown in both media (Fig. 4D). 

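In Lbr-6108, *arcA* rose against T6 by 2.56 (standard error 0.15, adjusted p = 1.5e-08) at T12 and 4.15 (standard error 0.15, adjusted p = 4.3e-11) at T24 in MRS, and by 1.48 (standard error 0.15, adjusted p = 3.0e-06), 2.33 (standard error 0.15, adjusted p = 1.2e-08) and 3.88 (standard error 0.15, adjusted p = 6.1e-11) at T12, T18 and T24 in MRS + MSG. The rise at T12 in MRS + MSG is just short of the threshold, and it was called without replicate 1 of T12, at 1.52. Between the media, *arcA* was lower in MRS + MSG by a log2 fold change of -1.09 (standard error 0.15, adjusted p = 7.1e-04) at T12 and -0.67 (standard error 0.15, adjusted p = 0.0063) at T18, and the difference at T24 of -0.29 (standard error 0.15, adjusted p = 0.16) does not pass the adjusted p. The values at T12 were 16302 ± 918 in MRS (SD, n = 2) and 7657 ± 281 in MRS + MSG, and at T24 49353 ± 1789 and 40428 ± 989.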

Importantly, Many of these genes upregulated in both MRS and MRS + MSG are associated with different acid resistance mechanisms in Lbr-6108 [35]. 

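In Lbr-6108, *gadB*, *gltX*, *argF*, *tdcP*, *tdcA* and *tyrS* were called at T12, T18 and T24 in both media. *arcA*, *arcD*, *mleP* and the ATP synthase epsilon chain were called at all 3 times in MRS only, and *gadC*, *thiD2*, *hmpT*, *aguA* and *aguD* in MRS + MSG only. A call in one medium and not in the other is not a tested difference between the media. Of the genes called in MRS + MSG only, the difference between media of the change from T6 passed the thresholds of a DEG for *gadC* at T18 and T24 and for *thiD2* at T12.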

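Lbr-6108 has 4 loci annotated as lactate dehydrogenases, the L-lactate dehydrogenases peg1535 on contig 1 and peg2551 on contig 2 and the D-lactate dehydrogenases peg1195 on contig 1 and peg2606 on contig 2. None was a DEG against T6 at any time in either medium. The largest change was that of the D-lactate dehydrogenase peg2606 in MRS + MSG at T18, -0.98 (standard error 0.09, adjusted p = 4.8e-07). In MRS at T18 the same locus changed by -0.90 (standard error 0.09, adjusted p = 1.1e-06). The L-lactate dehydrogenase peg1535 changed by -0.60 (standard error 0.09, adjusted p = 3.6e-05) in MRS and -0.28 (standard error 0.09, adjusted p = 0.012) in MRS + MSG at T18. The only rise above 0.1 was that of the L-lactate dehydrogenase peg2551 in MRS at T12, 0.21 (standard error 0.11, adjusted p = 0.088).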

In general, the l- and d-lactate dehydrogenase genes were not significantly up- or downregulated in Lbr-6108, indicating that there was a steady production of lactic acid in the cultures (data not shown).

Since many of these metabolic groups are involved in acid resistance, Lbr-6108 was tested for an increased acid tolerance compared to Lbr-35. Both strains were exposed to acidified media for various lengths of time before enumeration of viable cells. The viable cell counts for Lbr-6108 was reduced by a statistically insignificant amount (< 1.0%) of its initial concentration after 3 h of exposure to basal media with pH 3.0. In contrast, Lbr-35 was reduced significantly by two logs in the same exposure parameters (Fig. 6). A saline-based medium without carbohydrates was used to assess if the acid resistance was due to increased uptake of carbohydrates, amino acids, peptides, or other nutrients in the basal medium. Indeed, both strains were significantly reduced when exposed to pH stress in the saline solution (Fig. 6), although Lbr-6108 was significantly higher than Lbr-35. This indicates that Lbr-6108 induces acid resistance by metabolizing carbohydrates.

**Fig. 6:**
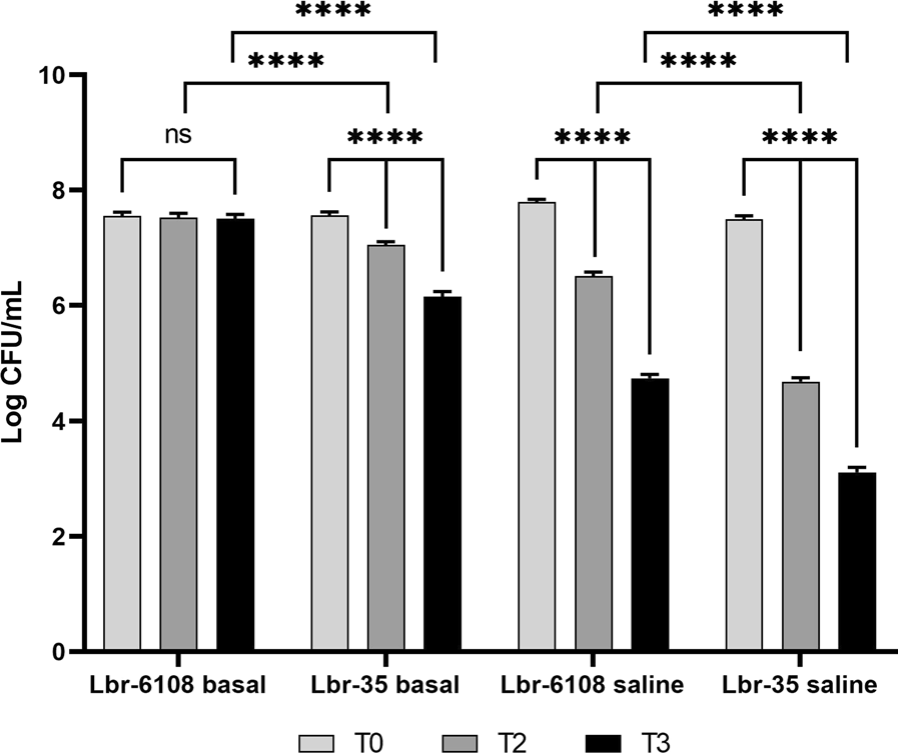
Acid resistance of stationary-phase cultures of *Levilactobacillus brevis* Lbr-6108 and Lbr-35. The survival of the strains was determined by overnight culture in MRS followed by acid challenge at pH 3.0 in a basal medium solution and pH 3.0 in 0.5% saline solution. All cultures were grown to stationary phase overnight at 37 °C. Viable cell counts were assessed immediately, and recovery rates were determined at 2 h and 3 h following exposure to acidic environment. Values represent the mean of four biological replicates plated in quadruplicate, and error bars represent the standard error. Bars with **** differ significantly (p < 0.0001) according to two-way ANOVA with Tukey’s multiple comparisons test

## Discussion

Although GABA is relatively abundant in plant based foods such as brown rice germs and sprouts, spinach, barley and bean sprouts (300–720 nmol/g dry weight), foods containing GABA cannot meet consumers’ needs based on certain placebo-controlled studies [36, 37]. A systematic review of past clinical trials using natural or biosynthetic GABA showed that effective doses for stress reduction are not a standard concentration, but rather a range from 2.01 to 100 mg, with lower doses affecting autonomic markers and higher doses affecting central markers, and that an extended intake instead of a single dose is necessary for efficacy [38]. This highlights the importance of safe sources of GABA that can be regularly consumed. Microorganisms, including LAB, are an important source of GABA [1, 39–42], and the GABA producing capability amongst LAB like lactobacilli varies between species and strains [43–47]. More recently, high GABA producing lactobacilli strains have been isolated to meet consumer needs [45, 48]. In this manuscript, we sought to further investigate strain-specific mechanisms for GABA production in *Levilactobacillus brevis*.

The growth experiments showed Lbr-6108 started producing GABA earlier during fermentation than the other two strains tested, within 6 h of fermentation start. Many publications show that the optimum time for GABA output is after several days of growth, typically at least 48 h [5, 29, 49]. Indeed, Lbr-35 and ATCC 14869 produced considerable amounts of GABA only at 24–48 h. The increase of GABA was consistent with the decrease in glutamate concentration in the experiments. The intrinsic glutamate level of MRS, the synthetic medium used in the growth experiment, is similar to the mean daily intake of glutamate, which is around 15 g for meat-eaters, fish-eaters, vegetarians, and vegans [50]. MSG, the sodium salt of glutamate, is used widely in commercial food industry as a flavor enhancer with about an average daily consumption of 0.6 g (range 0.3–2.0 g/day) in the USA and Europe, and 2–3 times that in East and Southeast Asian countries [52–54]. Glutamate acts as an excitatory neurotransmitter, however excess glutamate may lead to increased excitation responses within the cells to which it binds, leading to cell death in a process known as “excitotoxicity” [55]. In fact, the glutamate concentration in a final food should not exceed 10 g/Kg in the European Union [51]. Thus, whereas MSG as a flavor enhancer is beneficial for the food industry, the ubiquitous use of this food-additive could have deleterious consequences to public health [54, 56, 57]. Since the mean gastrointestinal transit time for the average healthy adult human is around 30 h [52], rapid activation of the GAD operon by Lbr-6108 may allow for beneficial conversion of the dietary sodium salt of glutamate to GABA in vivo.

The growth and RNA-sequencing experiments confirmed that Lbr-6108 produced more GABA than other strains with similar growth patterns and syntenous GAD operons, and that the GAD operon was upregulated accordingly. Lbr-35 was used as a negative control to assess various transcriptomic strategies recently reviewed that could explain the differences of GABA production [1]. Simultaneous expression of both GAD genes in *L. brevis* will increase GABA production, but only the *gadB* gene showed differential expression in Lbr-6108. A recent study showed that the increase of GABA from an isolate of *L. brevis* from Chinese light-aroma type liquor could be attributed in part to a hyperactive *gadR* gene [5]. Likewise, increasing the expression *gadC* allows for more substrate to be brought in from the extracellular environment. Further, upregulation of the PLP operon ensures enough cofactor is available for the decarboxylation process. 

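The changes over time in Lbr-6108 were tested for a difference between MRS and MRS + MSG. From T6 to T18 the rise of *gadR* was larger in MRS + MSG by a log2 fold change of 1.56 (standard error 0.14, adjusted p = 8.3e-05) and that of *gadC* by 1.58 (standard error 0.18, adjusted p = 5.6e-04). From T6 to T24 the rise was larger by 1.94 (standard error 0.18, adjusted p = 1.3e-04) for *gadC*, 1.78 (standard error 0.18, adjusted p = 1.4e-04) for *gadB* and 1.64 (standard error 0.18, adjusted p = 2.3e-04) for *gltX*. Under quantile normalization the T18 difference of *gadC* was 1.44 and the T24 difference of *gltX* 1.41, below the threshold. The T18 difference of *gadR* fell below it without replicate 1 of T6 in MRS, at 1.43, and without replicate 2 of T18 in MRS, at 1.48. The T18 difference of *gadC* was just short of it without replicate 1 of T6 in MRS, at 1.50, and without replicate 1 of T18 in MRS + MSG, at 1.50. At T6 the difference between media was 0.02 for *gadR*, -0.29 for *gadB* and -0.17 for *gltX*, with adjusted p of 0.32 or more. The value of *gadC* at T6 was lower in MRS + MSG without passing the adjusted p, and this lower start is part of its larger rise.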

The genes in the GAD operon did not seem constitutively expressed in Lbr-6108, as their expression fluctuated with glutamate concentration and over time. Of note, however, the RNA-sequencing results showed the GAD operon and *gltX* is co-transcribed, which confirms and expands upon findings determined from co-expression analysis by qPCR of *gadC* and *gadB* from previous research [4]. Repressing key genes for pathways that would redirect glutamate from the GAD operon, such as *gltX* for translation or *gabT* to shunt glutamate to the tricarboxylic acid cycle or decreasing the F_O_F_1_-ATPase system, would also increase GABA output. Each of these hypotheses were evaluated as to why Lbr-6108 has increased GABA producing capabilities compared to Lbr-35, but none were identified as the direct genetic or transcriptomic reason why Lbr-35 differed so much from Lbr-6108 was identified. The GAD operon expression in Lbr-35 did not increase during fermentation even with MSG, and *gadA* did not change expression in any condition for Lbr-6108 or Lbr-35. Neither strain has a *gabT* homolog, and *gltX* only increased in Lbr-6108 despite overall sequence homology. 

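Neither annotation names a 4-aminobutyrate aminotransferase, the product of *gabT*, among the 3027 coding sequences of Lbr-6108 and the 2345 of Lbr-35. In Lbr-6108 the rise of *gltX* against T6 was 2.54 (standard error 0.13, adjusted p = 5.5e-09) at T12 and 1.63 (standard error 0.13, adjusted p = 7.5e-08) at T24 in MRS, and 3.14 (standard error 0.13, adjusted p = 1.7e-09) and 3.27 (standard error 0.13, adjusted p = 8.7e-11) in MRS + MSG. The T24 call in MRS was lost with equal library totals, at 1.38, and under quantile normalization, at 1.35. In Lbr-35 the change of *gltX* in MRS was 0.77 (standard error 0.16, adjusted p = 6.0e-04) at T24. The changes of the strains were not tested against each other.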

The F_O_F_1_-ATPase system did not significantly increase in any condition in either strain. 

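In MRS the changes of *thiD2* in Lbr-35 (peg224) were 0.33 (standard error 0.13, adjusted p = 0.042) at T12, 1.01 (standard error 0.13, adjusted p = 7.8e-06) at T18 and 0.40 (standard error 0.13, adjusted p = 0.011) at T24 against T6. In MRS + MSG they were 0.59, 1.18 and 0.79, and none is a DEG. Between the media, *thiD2* in Lbr-6108 was higher in MRS + MSG by 1.40 (standard error 0.13, adjusted p = 4.0e-05) at T18 and 1.41 (standard error 0.13, adjusted p = 8.4e-06) at T24, below the fold change threshold. The T18 difference passed it without replicate 1 of MRS, at 1.50, and without replicate 1 of MRS + MSG, at 1.57. In Lbr-35 the differences between media at T12 and T24 were 0.09 (standard error 0.13, adjusted p = 0.7) and 0.22 (standard error 0.13, adjusted p = 0.24). In Lbr-6108 the change from T6 to T12 was larger in MRS + MSG than in MRS by 1.56 (standard error 0.19, adjusted p = 0.0036), and in Lbr-35 this difference was 0.26 (standard error 0.18, adjusted p = 0.39). The Lbr-6108 difference fell below the threshold without replicate 1 of T6 in MRS, at 1.48, without replicate 1 of T12 in MRS, at 1.43, and without replicate 2 of T12 in MRS + MSG, at 1.42.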

Interestingly, the *thiD2* gene in the PLP operon had significantly increased expression in Lbr-6108 with the addition of MSG, despite being similar in both strains with just MRS. Future studies directly quantifying PLP in *L. brevis* would be useful in further analyzing its transcriptional effects. A putative promoter region identified upstream of the GAD operon in Lbr-6108 could increase GAD operon expression, but further analysis is needed. Altogether, this highlights the complexity of global regulation for GABA in lactobacilli beyond GAD operon activation.

The RNA-sequencing also revealed that Lbr-6108 activated several other acid resistance pathways concurrently with the GAD operon. Although the pH was qualitatively measured in the experiments to ensure the strains remained in the optimum GABA-producing pH for *L. brevis*, further experimentation titrating high and low pH values, especially in consideration of the pH levels of the large and small intestines, may reveal great transcriptional effects. Nonetheless, the rapid production of GABA was accompanied by activation of several other acid resistance mechanisms, including arginine deimination and malate fermentation. It is important to highlight that the actual tyrosine decarboxylase gene, which would catalyze the biogenic amine tyrosine and is toxic for hosts, was not upregulated, but rather the tyrosyl-tRNA synthase. These processes are not only important for acid resistance, but also for electrogenic exchange to create proton motive force for energy generation [35]. It is tempting to hypothesize that Lbr-6108, which was isolated from infant fecal microbiota, representing the complex infant gut microbiota, is accustomed to energy and substrate scavenging, so it activates a variety of strategies early in the growth phase or during the stationary phase, in the case of the arginine operon. This may in help increase commensal organisms in the immature infant microbiota, as GABA was recently shown to be an essential growth factor for non-culturable human microbes [53]. In contrast, Lbr-35 may be accustomed to operating under resource-limited conditions of food environments and would only produce excess GABA under severe acid stress or when starved for energy. 

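At T12, when *gadB* was already called in both media, the genes of the other acid resistance operons of Fig. 4 called in Lbr-6108 in MRS were *argF*, *arcA*, *arcD*, *aguA*, *mleP*, *tdcP*, *tdcA* and *tyrS*. In MRS + MSG they were *argF*, *aguA*, *aguD*, *tdcP*, *tdcA* and *tyrS*. In MRS + MSG at T12, *arcD* changed by 1.45 (standard error 0.13, adjusted p = 1.4e-06), just short of the threshold, and it was called without replicate 1 of T6, at 1.53, and without replicate 2 of T12, at 1.62. At T12 *argF* was lower in MRS + MSG than in MRS, by -1.09 (standard error 0.16, adjusted p = 8.8e-04), and *arcD* by -0.73 (standard error 0.13, adjusted p = 0.0028).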

Further experimentation is required to assess this hypothesis of GABA production as a by-product of a diverse set of resource acquisition strategies.

Lbr-35 differed considerably from Lbr-6108 in the response to glutamate in the growth media, despite having similar growth patterns. Recent research has also shown that GABA production in *L. brevis* is not contingent on optimized growth [54], however screening of various carbohydrates may increase GABA production in Lbr-35. We found that no genes in the GAD operon were significantly expressed in Lbr-35 in MRS with or without MSG. The only metabolic pathways for acid resistance that was upregulated in the Lbr-35 RNA-sequencing was for agmatine metabolism, which increased with the addition of 10,000 μg/mL MSG. 

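In Lbr-35, the agmatine genes were higher in MRS + MSG than in MRS at T18, by 1.90 (standard error 0.21, adjusted p = 9.9e-05) for *aguA*, 1.89 (standard error 0.25, adjusted p = 3.5e-04) for *aguD* and 1.96 (standard error 0.23, adjusted p = 1.3e-04) for *aguB* (peg161). At T24 the differences were 1.90 (standard error 0.21, adjusted p = 7.1e-05), 1.97 (standard error 0.25, adjusted p = 1.9e-04) and 1.79 (standard error 0.23, adjusted p = 2.0e-04), and all 6 are DEGs. The T18 call of *aguD* was lost without replicate 1 of MRS, at 1.37. The value of *aguA* at T24 was 2393 ± 13.3 in MRS (SD, n = 2) and 8943 ± 768 in MRS + MSG. Among the other genes of Fig. 4, *argF* and *tdcA* had calls of a rise in Lbr-35, *argF* at T24 in both media and *tdcA* at T24 in MRS. The genes *arcA*, *arcD*, *mleP* and *mleS* were not called, with changes against T6 between -1.25 for *arcD* and 1.05 for *mleS*. The row of *arcA* in Lbr-35 has the same values as that of a copy elsewhere in the genome (peg1875), so its own level is not known.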

Agmatine, like GABA, is an alternative nitrogen source used by bacteria [55], and a precursor of putrescine, which is the most abundant biogenic amine found in wine [56]. Additionally, Lbr-35 expressed genes related to stress response, including aggregation promoting factors (APFs), which have been shown to be a desirable characteristic of probiotic lactobacilli to aid in competitive exclusion of pathogens [57, 58]. 

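In Lbr-35 the aggregation promoting factor peg252 was called in both media at all times against T6, with rises from 2.31 (standard error 0.48, adjusted p = 0.0026) in MRS + MSG at T12 to 7.04 (standard error 0.48, adjusted p = 3.4e-08) in MRS at T18. The aggregation promoting factor peg666 rose in MRS by 3.39 at T18 and 3.46 at T24, and the aggregation promoting factor peg254 by 3.55 and 3.43. The aggregation promoting factor peg249 was called in MRS at T18, with 2.76, and not at T24, with 1.32. In Lbr-6108 the aggregation promoting factor peg1111 rose in MRS by 4.17 (standard error 0.29, adjusted p = 2.5e-08) at T18 and 4.07 (standard error 0.29, adjusted p = 2.3e-08) at T24. The aggregation promoting factor peg1109 was called at T18, with 1.80, and not at T24, with 0.84. The aggregation promoting factor peg594 was called at T24, with 1.78, and at T18 its 1.38 was called only without replicate 2 of T18 in MRS, at 1.58. The aggregation promoting factor peg1113 was called at neither time, with 0.93 and 1.17.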

Further, upregulation of APFs is important for biofilm formation and contributes to gastric/small intestinal juice survival and adhesion to epithelial cells [57]. This implies that Lbr-35 activates an alternative response to fermentation stress that focuses on aggregation and biofilm formation, rather than nutrient metabolism and de-acidification in Lbr-6108. While strain-specific strategies for GABA production is the subject of many studies, functional analysis of low-GABA producing strains also warrants further research.

The rapid and increased production of GABA by microbes like Lbr-6108 could have health benefits for the host microbiota-gut-brain axis. The role of microorganisms in the gut for normal brain development, function, physiology, and behavior has been identified, with some of the most convincing evidence emerging from germ-free rodent models and various intervention studies including diet, prebiotics, and probiotics [17]. Indeed, GABA-producing *Bifidobacterium dentium* ATCC 27678 reduced visceral hypersensitivity in rats [59]. As mentioned in the introduction, a seminal study showed GABA-producing *Lacticaseibacillus rhamnosus* JB-1 decreased stress-induced biomarkers in the brain through regulation of the GABAergic system [25]. Interestingly, the effect on anxiety-related behavior stopped after a vagotomy was performed, which indicates that the microbially-produced GABA had a direct effect on the brain mediated through the vagus nerve. In addition to effects on stress-related behavior and brain function, microbial GABA production has also been associated with improved memory and sleep quality [60, 61]. Communication along the microbiota-gut-brain axis is not only mediated by microbial-GABA production, as many studies using typical probiotic species showed benefits related to the gut-brain axis without focusing on GABA. For example, *Lacticaseibacillus paracasei* Lpc-37 was shown to improve different stress metrics in a mouse trial [62] and human clinical trial [63], while regular consumption of milk with GABA from *Lacticaseibacillus casei* strain Shirota and *Lactococcus lactis* YIT 2027 reduced the risk of hypertension in elderly [64, 65]. Screening novel probiotics for optimal effector functions could increase the likelihood and impact of health benefits. Indeed, Lbr-6108 was screened against other intestinal bacterial isolates for high GABA output and has shown a variety of health benefits in vitro and in rodents [29–31]. In applications where genome modification is not yet widely adopted, organisms that naturally produce high amounts of effector molecules like GABA, and are recognized as safe, are primary candidates as supplemental solutions.

## Conclusion

In the present study, RNA sequencing under physiologically relevant laboratory conditions was used to assess the global regulatory aspects of GABA production. This revealed that transcription of the *Levilactobacillus brevis* GAD operon is not contingent merely on the presence on *gadR*, as strains that have similar GAD operon sequences do not produce GABA under the same conditions. As such, high GABA production, especially early in the growth phase, was confirmed to be strain-specific. Having established the potent GABA output from Lbr-6108, further studies are warranted to investigate the microbial influence on brain function and behavior. In addition, more robust clinical trials are required to determine if supplementation with GABA-producing bacterial strains like Lbr-6108 can influence behaviors mediated by GABAergic signaling such as stress and anxiety. Development of strains like Lbr-6108 as psychobiotics to modulate the neural excitatory-inhibitory balance, mood, cognitive functions, learning and memory processes could be promising as complementary remedies for the management of mental health.

## Materials and methods

### Bacterial strains and media

Frozen glycerol stock vials of *Levilactobacillus brevis* Lbr-6108 (ATCC safe deposit (SD) SD-7285) originally isolated from human intestines, *Levilactobacillus brevis* ATCC 14869 originally isolated from feces, and commercial probiotic *Levilactobacillus brevis* Lbr-35 (ATCC SD-5214) were obtained from the Danisco Global Culture Collection. The strains were grown in De Man-Rogosa-Sharpe (MRS) broth (Becton Dickinson (BD), Franklin Lakes, NJ, USA) at 37 °C ± 1 °C under anaerobic conditions (BBL Gas Pak and BD GasPak EZ container systems, Becton Dickinson, Cockeysville, MA, USA).

### Bacterial culturing and harvesting

Overnight cultures (16–18 h) of *L. brevis* Lbr-6108, Lbr-35, and ATCC 14869 were inoculated in 15 mL disposable culture tubes (p/n 14-961-27; Fisher, Hanover Park, IL, USA) containing 3 mL of media to reach an optical density (OD) of ~ 0.100 measured at 600 nm using a spectrophotometer (Genesys 20; Thermo Fisher, Waltham, MA, USA). For each strain, two types of media were used; MRS broth (BD) without any other supplementation (further denoted as MRS) and MRS broth supplemented with 10,000 μg/mL (equivalent to 10 g/L) of l(+)-glutamic acid monosodium salt monohydrate (p/n 119940010; Acros Organics, Morris Plains, NJ, USA) (further denoted as MRS + MSG). The OD measurement for timepoint zero (T0) was measured shortly after inoculation of the overnight culture into disposable culture tubes containing 3 mL media. Cultures for all except ATCC 14869 were harvested at the initial timepoint (T0) and then every 3 h post-inoculation until 24 h, and then at 48 h post-inoculation and the OD was measured just before harvesting. For ATCC 14869, the cultures were harvested after measuring the OD at different time points of 9 h, 24 h and then at 48 h post-inoculation because of its slower growth pattern. For each harvest timepoint separate sets of culture tubes were prepared, so that only the set of tubes for the designated time points were removed from the incubator for harvesting, without disturbing the culture growth. All culture tubes with strains growing in MRS or MRS + MSG were placed in the 37 °C ± 1 °C incubator under anaerobic conditions using anaerobic GasPak EZ container systems (p/n 260001, BD). Samples were removed from the incubator at respective timepoints and the ODs were measured at 600 nm. All OD measurements were recorded, and a growth curve was plotted using GraphPad Prism v. 9.0.1 (La Jolla, CA, USA).

Each timepoint sample set included a blank (cell free media) and the inoculated strains in duplicates in both MRS and MRS + MSG. At each timepoint, the cell-free supernatant was harvested for metabolomic analyses. Cultures (3 mL) were centrifuged at 1500×*g* for 5 min, the supernatant was filtered through GD/X 25 mm syringe filter (polyvinylidene difluoride filtration medium, 0.2 µm, GE Healthcare Life Sciences, Cytiva, Marlborough, MA) and 1 mL of cell free supernatant was aliquoted into sterile cryogenic vials and frozen at − 80 °C until analyzed. The pH for each sample set including the blanks was measured at each harvesting timepoints (p/n: 13-640-516, Fisher).

The cell pellets from all harvested timepoint samples of Lbr-6108 and Lbr-35 were treated with RNA protect (p/n: 76526, Qiagen, Hilden, Germany) as per manufacturer’s protocol. Briefly, 3 mL of RNA protect was added to the pellets and resuspended by vortexing. The RNA protect resuspended cell pellets were incubated at room temperature for 5 min, and then centrifuged at 5000×*g* for 10 min. The supernatant was discarded, and the cell pellet was frozen at − 80 °C. The frozen cell pellets of Lbr-6108 and Lbr-35 cultures grown in MRS and MRS + MSG from timepoints 6 h (pre-log phase), 12 h (mid-log phase), 18 h (pre-stationary phase) and 24 h (stationary to post-stationary phase) of growth were analyzed by RNA-sequencing (GENEWIZ NJ Lab, South Plainfield, NJ, USA). Further timepoint references are denoted by T6–T24 after inoculation.

In a separate experiment, similarly as above, Lbr-6108 only was grown in MRS containing 0 μg/mL, 10,000 μg/mL, 30,000 μg/mL, and 90,000 μg/mL MSG to determine the influence of glutamate concentration on GABA production. Cell free culture supernatants were harvested at times 5 h (pre-log phase), 24 h (stationary phase), 48 h and 72 h (post-stationary phase) for quantitation of GABA and glutamate.

To test the acid resistance of Lbr-6108 and Lbr-35, the strains were grown in saline solutions and basal media. Aliquots of ~ 10 μL scraped from the top of frozen glycerol stocks of Lbr-6108 and Lbr-35 were transferred to 15 mL conical centrifuge tubes (p/n 07-200-886; Thermo Fisher Scientific, Waltham, NJ, USA) containing 10 mL MRS broth and grown overnight (18 h) at 37 °C. Overnight cultures were reactivated once by transferring 0.1 mL aliquots of overnight culture to fresh MRS broth and were grown to stationary phase (21–24 h) at 37 °C. Cultures were pelleted by centrifugation at 5000 rpm for 2 min, washed once with Butterfield’s Phosphate Buffer (p/n R23701; Thermo Fisher Scientific) and resuspended in 2 mL Butterfield’s Phosphate Buffer. Acid survival experiments were performed using a saline solution with 5 g/L sodium chloride (p/n S640-3; Thermo Fisher Scientific) and a basal medium solution with 10 g/L peptone (p/n 211681; Thermo Fisher Scientific), 2 g/L yeast extract (p/n 288620; Thermo Fisher Scientific), 5 g/L sodium chloride, 2 g/L diammonium citrate (p/n JT0682-1; VWR, Radnor, PA, USA), 0.2 g/L magnesium sulfate (p/n MK607012; VWR, Radnor, PA, USA), 2 g/L dipotassium hydrogen phosphate (p/n P3786; Sigma-Aldrich, St. Louis, MO, USA) and 20 g/L glucose (p/n G8270; Sigma-Aldrich). Both solutions were adjusted to pH 3.0 with 6 N HCl (p/n BDH7204-2; VWR). In each experiment, 25 mL of the saline and basal medium solutions were inoculated with 25 μL of the resuspended pellet (~ log 10.6 CFU) for both strains. Samples were mixed, and tenfold serial dilutions were immediately prepared for T0 plating in quadruplicate. Samples were held at 37 °C and additional tenfold dilutions were prepared at 2 h and 3 h timepoints. Samples were pour plated with MRS agar and incubated at 37 °C for 72 h. Subsequently, colonies were counted to assess survival under acidic conditions.

### PCR confirmation of species and strain identity

Using the cell pellets from the harvest timepoints of T0 and/or T24 and/or T48, PCRs were performed using primers designed from 16S rRNA gene and sequenced to confirm the identity of the species (Additional file 1: Fig. S1). Strain-specific PCRs were performed with primers designed to differentiate between Lbr-6108, Lbr-35 and ATCC 14869, with Lbr-6108 to yield a 130 base pair (bp) amplification product using the primers Lbr-6108_Hyp_F (5′-GAACTTCATCAGTAGTGCGTTA-3′) and Lbr-6108_Hyp_R (5′-TGTTGGTCTTCGATATAGGTTAG-3′), while Lbr-35 and ATCC 14869 to yield a PCR product of 267 bp with the same primer set. Another Lbr-6108 strain identifying primer set, EP_F (5′-ACGTCTGGTTATAGCTCATCA-3′) and EP_R (5′-TAGTTTATCGACCGAGCCTT-3′) was designed to yield a 213 bp amplification product from Lbr-6108, and a 339 bp product from Lbr-35 and ATCC 14869. The PCRs were performed according to manufacturer’s specification of AmpliTaq Gold 360 polymerase (p/n 4398881, Thermo Fisher) and visualized using 2% ethidium bromide E-gels (p/n G501802, Thermo Fisher).

### Metabolite profiling

#### Chemicals and standards for metabolomics

High performance liquid chromatography (HPLC) grade acetonitrile and methanol were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Formic acid (> 98.0%), GABA (≥ 99.0%), γ-aminobutyric acid-2,2,3,3,4,4-d_6_ (97.0% atom D), l-glutamic acid (> 99.0%) and l-glutamic acid-2,3,3,4,4-d_5_ (97.0% atom D, 98.0%) were obtained from Sigma-Aldrich. The AccQ Tag Ultra derivatization kit were purchased from Waters (Milford, MA, USA). Water was purified in a Milli-Q water purification system from Millipore (Burlington, MA, USA).

#### Liquid chromatography–mass spectrometry (LC–MS) analysis

A stock solution was prepared by weighing out and dissolving GABA (1000 µg/mL) and l-glutamic acid (2000 µg/mL) in water. Standard solutions for GABA and l-glutamic acid were made by serial dilution in the concentration range 10–1000 µg/mL and 20–2000 µg/mL, respectively. A solution of isotopically labeled internal standards (200 μg/mL) was prepared in water. 200 µL of each standard level was spiked with 50 µL internal standard solution and 800 µL of 0.1% formic acid in methanol was added. The standard solutions were subsequently derivatized using 6-aminoquinolyl-*N*-hydroxysuccinimidyl carbamate (AQC), as described below.

To 100 µL thawed cell free supernatant, 900 µL water was added. 200 µL of the diluted sample was spiked with 50 µL internal standard solution and precipitated with 800 µL 0.1% formic acid in methanol. The precipitation of protein was increased by cooling at − 18 °C for 1 h. The samples were centrifuged for 5 min at 4700 rpm at 4 °C. The supernatant was subsequently AQC-derivatized, as described below. Samples were prepared in duplicate. 20 µL of the standard solution or sample supernatant was mixed with 60 µL of AccQ Tag Ultra borate buffer and 20 µL AccQ Tag reagent for AQC derivatization. The reaction was run for 10 min at 55 °C [66].

The LC–MS analysis of GABA and l-glutamic acid was performed on an Agilent HPLC 1200 series system equipped with degasser, binary pump, microwell plate autosampler, thermostat for autosampler, and thermostat column compartment (Agilent Technologies, Santa Clara, CA, USA). The HPLC was coupled on-line with a triple quadrupole mass spectrometer with heated electrospray interface from Thermo Scientific model TSQ Vantage. In ESI positive mode, AQC-GABA and AQC-GABA-d_6_ generated protonated ions, [M + H]^+^ *m*/*z* 274.1 and 280.1, respectively. AQC-Glutamic acid and AQC-Glutamic acid-d_5_ generated protonated ions [M + H]^+^ *m*/*z* 318.1 and 323.1, respectively.

The compounds were separated on an Atlantis^®^ dC18 3 µm 2.1 × 100 mm column (Waters). Mobile phase A was 0.1% formic acid in water and mobile phase B was 0.1% formic acid in acetonitrile. The linear separation gradient was 0–1 min (95.0% A), 5 min (85.0% A), 7 min (70.0% A), 8 min (5.0% A), 8–10 min (5.0% A), 10.1–15 min (95.0% A). The flow was kept at 0.4 mL/min. The autosampler was set at 5 °C and 1 µL of the sample/standard was injected for analysis. The column oven was set at 30 °C.

### Genome and RNA sequencing

#### Genome sequencing

Both Lbr-6108 and ATCC 14869 have publicly available genomes, however, a high-quality draft genome for Lbr-35 was sequenced and assembled as previously described [67]. Briefly, genomic DNA was sequenced using both paired-end 250 nucleotide sequencing on an Illumina MiSeq (Illumina, San Diego, CA, USA) and on a GridION X5 sequencer (Oxford Nanopore Technologies, Oxford, UK) at the Roy J. Carver Biotechnology Center, University of Illinois at Urbana-Champaign. After quality control, base calling and trimming, a hybrid assembly was performed using Unicycler assembler v 0.4.3 [68]. The genome was annotated in PATRIC using RASTk [69].

#### Comparative genomics

Genomic comparison between the strains was performed using PATRIC Bioinformatics Resource Center [70]. The genome alignment, GAD gene pairwise alignments and percent sequence identity between GAD genes of the different strains were calculated using Geneious (Geneious Prime^®^ 2019.2.1, Biomatters, Auckland, New Zealand).

#### RNA sequencing and analysis

Total RNA from Lbr-6018 and Lbr-35 RNA were extracted from cell pellets in RNA protect at GENEWIZ. Subsequently, ribosomal depletion and cDNA libraries were generated before sequencing on an Illumina HiSeq with paired-end 150 bp technology (Illumina, San Diego, CA, USA). Sequencing reads were checked for quality using FASTQC and mapped to either the Lbr-6108 reference genome, or the Lbr-35 reference genome using Salmon v.1.3.0 [71], orchestrated with GNU parallel v.20161222 [72]. MultiQC was used to summarize quality metrics of read quality and mapping quality, and the median number of reads mapped was 12.3 million (minimum 8.1, maximum 15.8). The graphs and analysis were generated using R v.3.6.3 (Vienna, Austria). Sets of differentially expressed genes were visualized using ComplexHeatmap v2.2.0 [73], and other data visualized using pheatmap v1.0.12 [74] and ggplot2 v3.3.2 [75].

### Statistical analysis

Growth comparisons were analyzed when appropriate using two-way ANOVA with Tukey’s multiple comparisons test in Prism. Values were considered significant their p-value was equal to or less than 0.05. Differentially expressed genes were determined using DESeq2 v1.26.0 [76], with genes called as being significantly differentially expressed if they had an adjusted p-value equal to or less than 0.05 and their absolute value log2 fold change was ± 1.5 or higher.

## Supplementary Information

**Additional file 1: Table S1.** Measurement of glutamate and GABA in *Levilactobacillus brevis* Lbr-6108, Lbr-35, and ATCC 14869. **Table S2.** Glutamate utilization and GABA production by *Levilactobacillus brevis* Lbr-6108 in MRS with different concentrations of MSG. **Table S3.** Gene List from Figure 4. Locus IDs are for *Levilactobacillus brevis* Lbr-6108 genome. **Figure S1.** Culture purity testing by species- and strain-specific PCR for *Levilactobacillus brevis* Lbr-6108 and Lbr-35. **Figure S2.** PCA plot of RNA-sequencing for *Levilactobacillus brevis* Lbr-6108 and Lbr-35.

## Data Availability

The Lbr-6108 genome was published previously and has the National Center for Biotechnology Information (NCBI) accession number MDUA01. Similarly, the genome for ATCC 14869 has the NCBI accession number AWVK01. The novel Lbr-35 genome has accession number JAHERW000000000. The RNA sequencing data are submitted to the NCBI Gene Expression Omnibus (GEO) Database under BioProject accession number PRJNA752280 and GEO accession number GSE181504.

## Abbreviations

APF: Aggregation promoting factor
AQC: Aminoquinolyl-*N*-hydroxysuccinimidyl carbamate
ATCC 14869: *Levilactobacillus brevis* ATCC 14869
bp: Base pair
CNS: Central nervous system
DEG: Differentially expressed gene
ec: Enzyme class
ENS: Enteric nervous system
GABA: Gamma-aminobutyric acid
GAD: Glutamate decarboxylase
Glu: Glutamate
HPLC: High performance liquid chromatography
LAB: Lactic acid bacteria
LC–MS: Liquid chromatography–mass spectrometry
Lbr-6108: *Levilactobacillus brevis* Lbr-6108™
Lbr-35: *Levilactobacillus brevis* Lbr-35™
MRS: De Man-Rogosa-Sharpe broth
MSG: Monosodium glutamate
PLP: Pyridoxal-5′-phosphate
SD: Safe deposit

How the deposited data were processed for this re-analysis (not part of the article)

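The data are RNA sequencing values of the strains Lbr-6108 and Lbr-35, grown in MRS and in MRS with 10000 µg/mL of MSG. Libraries of T6, T12, T18 and T24 were used, with 2 replicates for each strain, medium and time, which makes 32 libraries, 16 per strain. Another 8 libraries are labelled T48 and were not analysed here. Each time was harvested from tubes of its own, so replicate numbers do not link libraries of different times.

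The signal values, the normalized counts of each coding sequence, were made by the authors before the files were deposited. According to the paper, the authors depleted ribosomal RNA, checked paired-end reads from an Illumina HiSeq with FastQC and mapped them to the genome of each strain with Salmon. The authors tested for DEGs with DESeq2. How the authors brought the Salmon estimates into DESeq2, and whether genes were filtered, is not stated. The values are not whole numbers, and the reads behind them were not recovered, so tests on read counts were not run. Whether they also carry factors for gene length was not tested. The tables of the strains were normalized separately, and no value was compared between strains by a test. The genome annotations deposited with the values gave the product, position and length of each coding sequence. Loci are named here by the number of the coding sequence in the annotation of their strain.

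All steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1. Values were taken as log2 of the normalized value plus 1. Genes with a value of at least 10 in at least 2 of the 16 libraries of a strain were kept, 2881 in Lbr-6108 and 2309 in Lbr-35. Each strain was fitted with limma with 1 mean per group, a mean-variance trend and moderated t tests, and p values were adjusted by the Benjamini-Hochberg method within each comparison. The comparisons were T12, T18 and T24 against T6, T18 against T12 and T24 against T18 in each medium, MRS + MSG against MRS at each time, and the difference between media of each change against T6. A DEG has an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.5, the thresholds of the paper. Standard errors are those of limma, and group values are means with SD of 2 libraries.

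The fit was tested on simulated data with 200 changed genes, of which it called 188 and 192 in the tables made like those of Lbr-6108 and Lbr-35, and 0 unchanged genes. The overlap of the DEG lists of T12, T18 and T24 was set, for each strain and medium, against 20 simulated sets of unchanged groups. All libraries were redrawn in these sets, and the comparisons with T6 shared the simulated T6 libraries. Similarity of libraries was measured by Euclidean distance over the fitted genes and by principal components centred per gene.

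Library totals of the normalized values lay between 9.76 M and 14.8 M (M, mega). Read numbers per gene are not part of the values, so the counting error of single values is not known, and the spread between replicates stands for the precision.

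The genes reported follow a rule. They are every gene the paper names in Fig. 4, Table 1 or its text, with all loci annotated as ATP synthase subunits, lactate dehydrogenases, phage lysins and aggregation promoting factors. Of the lactate dehydrogenases, the text gives those of Lbr-6108. To these come the 3 DEGs between media of largest size at each time and strain whose libraries do not overlap between the media, and all DEGs between media at T12 in Lbr-6108. The values of Table 1 and of Figs. 3 and 4 of the paper had been seen when the rule was set. The clusters of fatty acid, galactose and prophage genes were chosen after their values were seen. The rows of Table 1 were matched to loci by product name and mean value.

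Alternatives were pseudocounts of 0.5 and 10, no filter on low values, equal library totals, quantile normalization, the replicate number as a block, robust eBayes, a minimum log2 fold change of 1, and leaving out each library in turn. Distances were also computed over the 500 most variable genes. Tests of technical explanations were run on sets of genes or on all libraries, and the outcome each explanation predicts was written down before its test, except for the tests that the closing section names as chosen after the results were seen.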

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

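The tests of a shift of the culture in time and of a peak in MRS between sampled times, and both tests of the second part of the prophage, were chosen only after the results were seen.

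In Lbr-6108, 4 genes of the GAD operon and *thiD2* stood out because their change over time differed between the media by a test of that difference. From T6 to T18 the rise was larger in MRS + MSG by a log2 fold change of 1.56 for *gadR* and 1.58 for *gadC*. From T6 to T24 it was larger by 1.94 for *gadC*, 1.78 for *gadB* and 1.64 for *gltX*, and from T6 to T12 by 1.56 for *thiD2*. The adjusted p ranged from 8.3e-05 for *gadR* to 0.0036 for *thiD2*, with 2 libraries per group. Without replicate 1 of T6 in MRS the differences fell below the threshold of 1.5 for *gadR* at T18 (1.43), *gadC* at T18 (1.50, just short of it) and *thiD2* at T12 (1.48). They also did so for *gadR* without replicate 2 of T18 in MRS (1.48), for *gadC* at T18 without replicate 1 of T18 in MRS + MSG (1.50), and for *thiD2* without replicate 1 of T12 in MRS (1.43) or replicate 2 of T12 in MRS + MSG (1.42).

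With all libraries at the same total, the T18 difference of *gadC* was 1.57, so that rescaling moved next to nothing. Quantile normalization gave 1.44 for *gadC* and 1.51 for *gadR* at T18, and 1.79 for *gadC*, 1.55 for *gadB* and 1.41 for *gltX* at T24. All stayed above 0, and 2 of them fell below the threshold. The authors' scaling between libraries therefore stays open as a part of the size of the differences. In all 4 operon genes, both MRS + MSG libraries at T18 lay above all 8 MRS libraries of T6 to T24. No sampled time in MRS reached these values, which argues against a shift of the culture in time within that span. The 3 genes *gadC*, *gadB* and *gltX* lay above all MRS libraries at T12 and T24 as well, while the MRS + MSG libraries of T12, T18 and T24 were by mean distance nearest to the MRS libraries of the same time. This argues against a single peak in MRS between 2 sampled times for these genes. For *gadR*, which lay above at 2 times, T12 and T18, such a peak stays open. The added MSG is the condition that separates the groups, and a response of the operon to glutamate is a candidate explanation that was not tested apart from the other effects of the added salt.

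In Lbr-35 the same test picked out the agmatine genes. Against T6, their change in MRS + MSG was above that in MRS at T18 by 1.71 for *aguA*, 1.70 for *aguD* and 1.77 for *aguB*, and at T24 by 1.71, 1.78 and 1.60. At T18 all 3 calls were lost without any 1 of replicate 1 or 2 of T6 in either medium, replicate 1 of T18 in MRS or replicate 2 of T18 in MRS + MSG. The adjusted p then reached 0.2, 0.27 and 0.22, and without replicate 1 of T18 in MRS the differences were 1.34, 1.19 and 1.31. At T24 the call of *aguA* held without any 1 library. That of *aguD* was lost without replicate 2 of T6 or of T24 in MRS, at 1.74 and 1.71, with an adjusted p of up to 0.067. That of *aguB* was lost without the same libraries, at 1.53 and 1.47, and without replicate 1 of T24 in MRS + MSG, at 1.48. With equal library totals the differences at T24 were 1.66, 1.72 and 1.54, and under quantile normalization they were 1.70, 1.69 and 1.49, the last below the threshold. The authors' scaling stays open as a part of their size. In all 3 genes both MRS + MSG libraries at T18 lay above all 8 MRS libraries of T6 to T24, which argues against a shift of the culture in time within that span. All 3 did so at T12 and T24 too, and the MRS + MSG libraries of each of these times were by mean distance nearest to those of the same time in MRS, which argues against a single peak in MRS between 2 sampled times. The highest mean of *aguA* in MRS was 2393 at T24, against 8943 in MRS + MSG. An effect of the added MSG is a hypothesis.

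The locus taken here as *tdcA* of Lbr-35 went the other way, with a change from T6 to T24 that was smaller in MRS + MSG by -1.68 (adjusted p = 3.7e-04). At equal library totals the difference was -1.74 and under quantile normalization -1.59, and the authors' scaling stays open as a part of its size. In MRS the mean value of *tdcA* was 684 at T18 and 3516 at T24. A culture that reaches this stage later in MRS + MSG and an effect of the medium on the gene both stay open.

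Of 21 genes of Fig. 4 compared, 5 had a DEG against T6 in Lbr-6108 and both libraries on the other side of T6 in Lbr-35. They made up 14 cases, 1 of *gadC*, 1 of *arcA*, 4 of *arcD*, 4 of *tdcP* and 4 of *tdcA*. The *arcD* compared is peg602 in Lbr-6108. Another Lbr-6108 locus of that product, peg599, rose by 3.62 from T6 to T18 in MRS + MSG. Table 1 of the paper lists a rise in both strains for its row, so the opposite directions do not cover every antiporter of this kind. The Lbr-35 change of *gadC* was -0.07 (adjusted p = 0.67), which is no measurable change, and the other 4 genes passed the adjusted p of 0.05 in both strains. The Lbr-35 values of *arcA* are the same as those of a copy. The strains have separately normalized tables, and the difference between them was not tested. The change of *tdcP* from T6 to T12 in MRS was 2.47 in Lbr-6108 and -1.28 in Lbr-35. The Lbr-35 change with equal library totals was -1.23. The median totals of Lbr-35 in MRS, 10.2 M at T6 and 9.86 M at T12, differ too little for this rescaling to reverse a sign. It therefore does not decide whether the scaling caused the opposite directions, and only *tdcP* was examined in this way. A difference between the strains in how far the cultures had grown at a given time stays open.

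The fatty acid synthesis genes, which the paper does not discuss by expression, moved apart between the strains. In Lbr-35 a cluster of 15 genes (contig 1, 1576131 to 1587168) was lower in MRS + MSG by a median log2 fold change of -2.08 at T18 and -2.23 at T24, with 12 and 15 DEGs, after -0.72 at T6 and -0.93 at T12 without a DEG. In Lbr-6108 the corresponding 16 genes (contig 1, 2111487 to 2122523) were higher by 0.66 at T18 and 0.71 at T24, without a DEG. The difference between the strains was not tested. In Lbr-35, equal library totals gave -2.24 at T24 and quantile normalization -2.07, with all 15 genes still DEGs. In all 15 genes both MRS + MSG libraries at T24 lay below all 8 MRS libraries. These values argue against the authors' scaling and a shift in time within T6 to T24 as the whole cause. Only 1 locus outside the cluster has the product of one of its genes, and it gained 0.985% of what the cluster lost. Reads shared with copies under other product names stay open, since sequences were not compared. A stage later than T24 and a low in MRS between sampled times stay open for Lbr-35, as does a lower synthesis of fatty acids with MSG, which is a hypothesis.

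In Lbr-6108, equal library totals left the fatty acid genes 0.62 higher in MRS + MSG at T24, which argues against the scaling as the whole cause. A shift of the culture in time could account for the difference at T24, since 0 of the 16 genes had both MRS + MSG libraries at T24 above all 8 MRS libraries. At T18, 8 of the 16 genes had both above, which such a shift leaves open.

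A run of 6 genes of galactose use in Lbr-6108 (contig 1, 450924 to 457556), which the paper does not discuss as a group, was higher in MRS + MSG by a median of 1.49 at T12, 1.69 at T18 and 1.83 at T24, with 3, 4 and 5 DEGs, and lower by -0.50 at T6. The median at T24 was 1.73 with equal library totals. In all 6 genes both MRS + MSG libraries at T12 lay above all 8 MRS libraries of T6 to T24. These values argue against the scaling and against a shift in time within that span. All 6 lay above at T18 and T24 too, with libraries nearest to the same time in MRS, which argues against a single peak in MRS between 2 sampled times. A use of galactose that changes with MSG is a hypothesis.

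The paper does not report on the expression of a prophage of 79 loci in Lbr-6108 (contig 1, 1788665 to 1836009, 78 of them tested). At T24 its 13 DEGs were higher in MRS + MSG, and there were 7 DEGs with equal library totals and 6 under quantile normalization. The median over the prophage was 0.36, with 0.27 at equal library totals. Both MRS + MSG libraries at T24 lay above all 8 MRS libraries in 38 of the 79 loci. For the prophage as a whole, the scaling and a shift in time cannot be told apart from an effect of the medium, since its parts moved apart. Over the last 38 loci the median was 1.26 at T24 and 0.65 at T18, and over the first 41 it was -0.05 and -0.13.

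For the last 38 loci of the prophage, equal library totals gave 1.16 at T24, and both MRS + MSG libraries lay above all 8 MRS libraries in 32 of them. This argues against the scaling as the whole cause of the median difference, and against a shift in time within T6 to T24, for that part. How many of its loci are DEGs depends on the scaling. A stage later than T24, a peak in MRS between sampled times and an induction of late prophage genes in a share of the cells stay open, and the last is a hypothesis.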

How the results depend on the processing

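The alternatives were chosen before the data were examined. They were pseudocounts of 0.5 and 10, no filter on low values, equal library totals, quantile normalization, the replicate number as a block, robust eBayes, a minimum log2 fold change of 1 for the counts of DEGs, and leaving out each library of a comparison in turn. For the distances between libraries they were a pseudocount of 10, the 500 most variable genes, quantile normalization and equal library totals. The fits with the T48 libraries, and those with edgeR and with DESeq2 on whole reads, were not run. A library left alone in its group is assumed to vary like the other groups, since limma pools the spread.

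The results counted here are changes against T6, differences between the media and, for the genes of Fig. 4A alone, changes from T12 to T18 and from T18 to T24. Such later changes of other genes, as of *argF* and *arcA*, are not counted. None of the called results counted changed direction under any alternative run. Of the 4102 values of 586 results for genes of Fig. 4 under the alternatives that keep all libraries, 4073 stayed on the same side of the thresholds, 22 lost a call and 7 gained one. With 1 library left out, 2773 of 2848 stayed, 42 lost a call and 33 gained one. For the 289 results of the other named genes, 1995 of 2023 values stayed, 26 lost a call and 2 gained one, and with 1 library left out 1100 of 1154 stayed, 38 lost a call and 16 gained one. Among values that were not called, 201 for 21 genes of Fig. 4 and 35 for 10 other named genes changed sign under some alternative, and the largest of these was 0.33 in size.

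The fold change threshold moved the counts of DEGs most, by its own construction, since it admits smaller changes. At a minimum log2 fold change of 1 the DEGs at T12, T18 and T24 against T6 numbered 636, 976 and 1142 in MRS and 409, 970 and 1159 in MRS + MSG in Lbr-6108, and 335, 690 and 775 in MRS and 120, 567 and 669 in MRS + MSG in Lbr-35. Between the media at T6, T12, T18 and T24 there were 2, 47, 61 and 126 in Lbr-6108 and 3, 11, 62 and 68 in Lbr-35. The genes shared by T12, T18 and T24 numbered 418 in MRS and 330 in MRS + MSG in Lbr-6108, and 204 and 72 in Lbr-35. Quantile normalization gave 1 DEG between the media at T6 and 19 at T24 in Lbr-6108. The other counts of DEGs, over pseudocounts, filter, scalings, block and robust eBayes, stayed within 1.5 times the count reported. For Lbr-6108 in MRS + MSG, the distance of T18 to T12 minus that to T24 was -1.16 over the 500 most variable genes. Apart from the counts at the lower threshold, the cause was not tested for these results or for those below.

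With 1 library left out, 6 counts of DEGs moved by more than 1.5 times. In Lbr-6108 between the media, they were 0 to 1 at T6 (1 without MRS T6 replicate 2 or MRS + MSG T6 replicate 2), 7 to 18 at T12 (7 without MRS T12 replicate 1) and 10 to 26 at T18 (10 without MRS + MSG T18 replicate 2). In Lbr-35 they were 0 to 3 between the media at T12 (3 without MRS + MSG T12 replicate 1, 2 without MRS T12 replicate 2 or MRS + MSG T12 replicate 2), 16 to 34 between the media at T18 (34 without MRS T18 replicate 2) and 22 to 30 at T12 against T6 in MRS + MSG (30 without MRS + MSG T12 replicate 1). The 4 counts of shared genes stayed within 1.5 times the count reported.

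Of the results for genes of Fig. 4 counted above, these changed their side of the thresholds, as changes against T6 unless stated. Changes of the other named genes are counted above and not listed here. With equal library totals the values became -1.69 in MRS at T18 and -1.58 in MRS + MSG at T18 for *gadA* of Lbr-6108, -1.48 in MRS at T12 for *gadA* of Lbr-35, 1.41 in MRS at T24 for *gadB* of Lbr-6108 and 1.38 in MRS at T24 for *gltX* of Lbr-6108. They became 1.23 in MRS + MSG at T12 for *hmpT* of Lbr-6108, 1.44 in MRS at T12, 1.35 in MRS + MSG at T12 and 1.30 in MRS + MSG at T18 for *aguA* of Lbr-6108, 1.45 in MRS + MSG at T12 and 1.33 in MRS + MSG at T18 for *aguD* of Lbr-6108 and 1.41 in MRS + MSG at T24 for *aguB* of Lbr-6108. With the same rescaling they were 1.37 in MRS at T18 and 1.20 in MRS + MSG at T24 for *mleP* of Lbr-6108 and -1.50 between the media at T24 for *tdcA* of Lbr-35. Under quantile normalization the values were -1.61 in MRS at T18 and -1.64 in MRS + MSG at T18 for *gadA* of Lbr-6108, -1.43 in MRS at T12 for *gadA* of Lbr-35 and 1.44 for the difference between media at T18 for *gadC* of Lbr-6108. That normalization also gave 1.46 in MRS at T24 for *gadB* of Lbr-6108, 1.35 in MRS at T24 and 1.41 for the difference between media at T24 for *gltX* of Lbr-6108 and 1.43 in MRS + MSG at T18 for *aguD* of Lbr-6108. It further gave 1.68 for the difference between media at T18 for *aguD* of Lbr-35, 1.49 in MRS + MSG at T24 and 1.49 for the difference between media at T24 for *aguB* of Lbr-35 and 1.59 in MRS at T24 and 1.61 in MRS + MSG at T24 for *nhaC2* of Lbr-6108. A pseudocount of 10 gave 1.46 in MRS + MSG at T12 for *hmpT* of Lbr-6108.

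With each library left out in turn, the ranges of those results for genes of Fig. 4 that gained or lost a call were as follows, with the libraries that changed the call in brackets. For *gadA* in Lbr-6108 the range was -1.58 to -1.38 for MRS at T18 (without MRS T6 replicate 2 and MRS T18 replicate 2) and -1.51 to -1.20 for MRS + MSG at T18 (without MRS + MSG T18 replicate 2). In Lbr-35, *gadA* ranged from -1.61 to -1.43 for MRS at T12 (without MRS T12 replicate 1). *gadR* of Lbr-6108 ran from 1.43 to 1.70 for the difference between media at T18 (without MRS T6 replicate 1 and MRS T18 replicate 2) and 1.23 to 1.50 for the difference between media at T24 (without MRS T6 replicate 2). For *gadC* in Lbr-6108 the range was 1.31 to 1.54 for MRS + MSG against MRS at T24 (without MRS + MSG T24 replicate 1) and 1.50 to 1.66 for the difference between media at T18 (without MRS T6 replicate 1 and MRS + MSG T18 replicate 1). In Lbr-6108, *gadB* ranged from 1.39 to 1.59 for MRS + MSG against MRS at T24 (without MRS + MSG T24 replicate 1). *gltX* of Lbr-6108 ran from 1.39 to 1.55 for MRS + MSG against MRS at T24 (without MRS + MSG T24 replicate 1). For *hmpT* in Lbr-6108 the range was 1.19 to 1.87 for MRS + MSG at T12 (without MRS + MSG T6 replicate 1 and MRS + MSG T12 replicate 2). In Lbr-6108, *thiD2* ranged from 1.39 to 1.69 for MRS + MSG against MRS at T12 (without MRS T12 replicate 1 and MRS + MSG T12 replicate 2), 1.24 to 1.57 for MRS + MSG against MRS at T18 (without MRS T18 replicate 1 and MRS + MSG T18 replicate 1), 1.42 to 1.71 for the difference between media at T12 (without MRS T6 replicate 1, MRS T12 replicate 1 and MRS + MSG T12 replicate 2), 1.26 to 1.59 for the difference between media at T18 (without MRS T6 replicate 2, MRS T18 replicate 1 and MRS + MSG T18 replicate 1) and 1.35 to 1.51 for the difference between media at T24 (without MRS T6 replicate 2). *arcA* of Lbr-6108 ran from 1.44 to 1.52 for MRS + MSG at T12 (without MRS + MSG T12 replicate 1). For *arcD* in Lbr-6108 the range was 1.28 to 1.62 for MRS + MSG at T12 (without MRS + MSG T6 replicate 1 and MRS + MSG T12 replicate 2) and 1.37 to 1.52 for MRS + MSG at T18 (without MRS + MSG T6 replicate 1). In Lbr-6108, *aguA* ranged from 1.48 to 2.03 for MRS at T12 (without MRS T6 replicate 2), 1.17 to 1.72 for MRS at T24 (without MRS T6 replicate 1 and MRS T24 replicate 2) and 1.44 to 1.60 for MRS + MSG at T18 (without MRS + MSG T6 replicate 1 and MRS + MSG T18 replicate 2). *aguA* of Lbr-35 ran from 1.34 to 2.09 for the difference between media at T18 (without 6 single libraries). For *aguD* in Lbr-6108 the range was 1.20 to 1.74 for MRS at T12 (without MRS T6 replicate 1 and MRS T12 replicate 2), 1.22 to 1.76 for MRS at T24 (without MRS T6 replicate 1 and MRS T24 replicate 2) and 1.45 to 1.65 for MRS + MSG at T18 (without MRS + MSG T6 replicate 1 and MRS + MSG T18 replicate 2). In Lbr-35, *aguD* ranged from 1.37 to 2.41 for MRS + MSG against MRS at T18 (without MRS T18 replicate 1), 1.19 to 2.22 for the difference between media at T18 (without 6 single libraries) and 1.66 to 1.90 for the difference between media at T24 (without MRS T6 replicate 2 and MRS T24 replicate 2). *aguB* of Lbr-6108 ran from 1.07 to 1.81 for MRS at T12 (without MRS T6 replicate 1) and 1.40 to 1.58 for MRS + MSG at T12 (without MRS + MSG T6 replicate 2 and MRS + MSG T12 replicate 1). For *aguB* in Lbr-35 the range was 1.31 to 2.23 for the difference between media at T18 (without 6 single libraries) and 1.47 to 1.72 for the difference between media at T24 (without MRS T6 replicate 2, MRS T24 replicate 2 and MRS + MSG T24 replicate 1). In Lbr-6108, *mleP* ranged from 1.50 to 1.67 for MRS at T18 (without MRS T6 replicate 2). *nhaC2* of Lbr-6108 ran from 1.31 to 1.59 for MRS at T12 (without MRS T6 replicate 2 and MRS T12 replicate 2), 1.34 to 1.58 for MRS at T24 (without MRS T6 replicate 2 and MRS T24 replicate 1) and 1.44 to 1.52 for MRS + MSG at T24 (without MRS + MSG T6 replicate 1). For *tdcA* in Lbr-35 the range was -1.56 to -1.42 for MRS + MSG against MRS at T24 (without MRS T24 replicate 2 and MRS + MSG T24 replicate 2). The 6 single libraries of the agmatine genes at T18 are the 4 of T6, MRS T18 replicate 1 and MRS + MSG T18 replicate 2.

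Over 28 pairs of groups, the deviations of libraries with the same number correlated with a median of -0.007 (from -0.35 to 0.52) in Lbr-6108 and 0.029 (from -0.54 to 0.71) in Lbr-35. Between the 2 media at T6, T12, T18 and T24, these correlations were -0.12, -0.00, 0.04 and -0.32 in Lbr-6108 and 0.08, -0.09, 0.46 and 0.10 in Lbr-35. Libraries of Lbr-35 with the same number at T18 thus deviated in part together, and the libraries of a time were not paired between media in any fit. The replicate number as a block over all times, which does not test such a pairing, changed no call of the named genes and moved no count of DEGs by more than 1.5 times. The values hold no read numbers, so the counting error that depth sets on genes with low values is not known.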

Differences from the paper's values

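Between the media at T6 in Lbr-6108, the paper's count of DEGs is about 1 in Fig. 3A, read by eye, and limma called 0, with an unadjusted p below 0.05 for 407 genes. Of the alternatives set before the data were examined, quantile normalization, leaving out replicate 2 of MRS and leaving out replicate 2 of MRS + MSG gave 1. Both pseudocounts, no filter, equal library totals, the replicate block, robust eBayes and leaving out replicate 1 of either medium gave 0, and a minimum log2 fold change of 1 gave 2. In Lbr-35 at T6 the paper's count is about 1 in Fig. 3B, read by eye, and limma called 0, with an unadjusted p below 0.05 for 358 genes. None of the alternatives set before the data were examined gave 1 there. A minimum log2 fold change of 1 gave 3, and both pseudocounts, no filter, equal library totals, quantile normalization, the replicate block, robust eBayes and leaving out any 1 of the 4 libraries gave 0.

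Between the media at T12 in Lbr-35, the paper's count in the text is 2 and limma called 0, with an unadjusted p below 0.05 for 550 genes. Of the alternatives set before the data were examined, leaving out replicate 2 of MRS and replicate 2 of MRS + MSG gave 2, and leaving out replicate 1 of MRS + MSG gave 3. Both pseudocounts, no filter, equal library totals, quantile normalization, the replicate block, robust eBayes and leaving out replicate 1 of MRS gave 0, and a minimum log2 fold change of 1 gave 11.

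The paper writes the rises of *gadB* at T12 as multiples. Its numbers match those computed here on the log2 scale, 2.46 in MRS and 3.28 in MRS + MSG, which are 5.52-fold and 9.70-fold. The paper's median, lowest and highest numbers of reads mapped and the totals of the normalized values are within 1.5 times of each other. The 70 fold changes of Table 1 that could be matched lay within 0.32 of the values here.

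Statements of the paper that differ from the values computed here include these. The paper places the largest differences in Lbr-6108 at T18, while T24 had more DEGs against T6, 617 against 442 in MRS and 645 against 491 in MRS + MSG, as the paper also states for the counts. For Lbr-35 in MRS + MSG it describes a T6 and a T12 library as clustering together in a plot of principal components. On the second component here, replicate 2 of T6 and replicate 1 of T12 did lie together, at -0.38 and -0.31, apart from their own replicates at 7.51 and -12.3. On the first they lay at 27.5 and 12.6, with their replicates at 26.3 and 10.7. Over all genes in the fit, the smallest distance between a T6 and a T12 library was 23.4, above the 17.7 and 21.5 between the replicates of T6 and of T12. For Lbr-6108 in MRS + MSG the paper has T18 more similar to T12. The mean distance of T18 was 39.4 to T12 and 37.0 to T24, a difference within its spread, which does not decide between them.

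The paper describes *tdcA* as not induced in either strain. The locus taken here as *tdcA* is annotated as a putative decarboxylase and was matched by its place between *tdcP* and *tyrS*, so it is not certain to be the gene the paper means. This locus was a DEG in Lbr-6108 at T12, T18 and T24 in both media, with rises from 2.07 in MRS at T12 to 3.24 in MRS + MSG at T24, and in Lbr-35 at T24 in MRS, with 1.80. In 1 place the paper has the arginine deiminase operon of Lbr-6108 highly expressed at T24 alone, and in another it counts *arcD*, *argF* and *arcA* among the MRS genes called from T12 to T24. Here *argF* was a DEG at T12 in both media (3.08 and 1.92), all 3 genes were called at T12, T18 and T24 in MRS, as in the second statement, and the highest value of *argF* was at T24. The paper gives the arginine deiminase gene the same rise in both media, while *arcA* was lower in MRS + MSG at T12 by -1.09 (adjusted p = 7.1e-04), and at T24 the difference of -0.29 did not pass the adjusted p. It describes *gadA* of Lbr-6108 as unchanged. Its change at T18 was -1.48 in MRS (adjusted p = 7.8e-08), short of the fold change threshold that the paper also uses. In 1 place the paper also has *gadA* of Lbr-35 unchanged in every condition. Here that gene was a DEG in MRS at T12 and T18 and in MRS + MSG at T18, as the paper states elsewhere. The mean value of *gadA* of Lbr-35 in MRS was 14111 at T6 and 3739 at T18.

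The paper has *gadB* of Lbr-6108 rising further at T18. From T12 to T18 it changed by 0.05 in MRS (adjusted p = 0.74) and by 0.46 in MRS + MSG (adjusted p = 0.0076). It has *gadC* increasing throughout, while from T18 to T24 *gadC* changed by -1.02 in MRS and -0.66 in MRS + MSG. It describes read coverage along the GAD operon as similar. In MRS + MSG at T18 the normalized value per kb was 5430 for *gadR* and 51584 for *gltX*, which are totals per gene and not coverage along it. It has the GAD operon of Lbr-35 without a difference between media, while at T24 *gltX* was higher in MRS + MSG by 0.61 (adjusted p = 0.017), which is not a DEG.

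The paper places the agmatine genes among the Lbr-35 genes called at T12, T18 and T24. Here *aguA* and *aguD* were DEGs in Lbr-35 at T24 in MRS + MSG, with 2.26 and 2.17, and at T12 they changed by 0.77 and 0.75. It names agmatine use as the sole acid resistance pathway with a rise in Lbr-35, while *argF* was a DEG at T24, with 1.87 in MRS and 1.76 in MRS + MSG. This is 1 gene and not a whole pathway, since *arcA* was not called in Lbr-35 and *arcD* changed by -1.25 in MRS at T24. For malate use in Lbr-6108, the paper has *mleS* rising throughout, while in MRS + MSG at T12 that gene changed by 0.13 (adjusted p = 0.34). The paper also counts malolactic fermentation genes among the Lbr-6108 genes called at T12, T18 and T24 in MRS + MSG. Here *mleP*, *mleS* and *mleR* were not in that list. It names the epsilon chain as the sole ATP synthase subunit with a change, while the c subunit was a DEG in Lbr-6108 in MRS at T12, with 1.60, and not with equal library totals, at 1.29.

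The paper counts fewer contiguous sequences in the Lbr-35 genome than the annotation lists, where coding sequences lie on 14.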

Other observations

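The test of the loci listed at 0 in 1 medium and that of the second principal component were chosen only after the results were seen.

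Of the genes called between the media at T12, T18 and T24, 7 loci were listed at 0 in both libraries of 1 medium. In 5 of them, another group had 1 replicate at 0 and the other at 50 or more, against 6 of the 5183 other loci tested (Fisher's exact test over loci, two-sided p = 3.1e-13). This test decides nothing, since the 7 loci were picked for values of 0 and most other loci have none. Such jumps between replicates occurred 19 times at 11 loci in Lbr-6108 and 2 times at 1 locus in Lbr-35. Among them were the Lbr-6108 loci peg2801, peg2917, peg2687 and peg3006 and the Lbr-35 locus peg2257, which are called between the media. Reads shared with near-identical copies of these loci cannot be told apart from other sources of the values of 0, since the sequences were not compared. In Lbr-6108, 144 loci in 54 groups, and in Lbr-35, 69 loci in 25 groups, had the same values as another locus in all 16 libraries. A strain variant against the reference was not tested.

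The differences between media at T18 were compared with the changes over time. Across genes, the difference between MRS + MSG and MRS at T18 correlated with the change from T12 to T24 in MRS at -0.35 in Lbr-6108 and -0.31 in Lbr-35. The corresponding correlations for the difference between the replicates were 0.13 in MRS and 0.10 in MRS + MSG in Lbr-6108, and 0.16 and 0.20 in Lbr-35. A culture in MRS + MSG that lags behind the one in MRS may explain part of the differences at T18 in both strains. Genes are not independent, so no p is given, and effects of MSG on genes that also change over time stay open.

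The labels write the sample titles in 2 ways, which group T6 with T24 and T12 with T18. Library batches along that line would place T24 nearer to T6 than to T18. The mean distance of T24 to T6 exceeded that of T24 to T18 in both strains and media, by 20.8 at the least, in Lbr-35 in MRS + MSG. This argues against such batches as the main source of the changes over time. A smaller share stays open. On the second principal component of Lbr-35, which holds 16.2% of the variance, the mean of T6 and T24 was 18.9 above that of T12 and T18. Of the T6 and T24 libraries 7 had positive values and 1 had -0.38, and the T12 and T18 libraries had -14.6 to -0.31. In Lbr-6108 the T6 and T24 libraries had -17.3 to -5.56 and the others -7.46 to 20.4. For that component of Lbr-35, batches along this line cannot be told apart from a passing change at T12 and T18, since both give the same split.

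In Lbr-35 in MRS + MSG, a swap of labels between T6 and T12 would place a T6 and a T12 library nearer to each other than the replicates. The smallest distance between the times was 23.4, with 17.7 between the T6 replicates and 21.5 between the T12 replicates, which argues against a swap.

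A single gene (peg666) took between 9.13% and 14.9% of the total of an Lbr-6108 library, and the largest share of any gene in an Lbr-35 library was between 2.48% and 3.95%.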
